# Dose-dependent effect of GFI1 expression in the reconstitution and the differentiation capacity of HSCs

**DOI:** 10.3389/fcell.2023.866847

**Published:** 2023-04-05

**Authors:** Xiaoqing Xie, Pradeep Kumar Patnana, Daria Frank, Judith Schütte, Yahya Al-Matary, Axel Künstner, Hauke Busch, Helal Ahmed, Longlong Liu, Daniel R. Engel, Ulrich Dührsen, Frank Rosenbauer, Nikolas Von Bubnoff, Georg Lenz, Cyrus Khandanpour

**Keywords:** Gfi1, HSC, dose-dependent, engraftment, differentiation

## Abstract

GFI1 is a transcriptional repressor and plays a pivotal role in regulating the differentiation of hematopoietic stem cells (HSCs) towards myeloid and lymphoid cells. Serial transplantation of *Gfi1* deficient HSCs repopulated whole hematopoietic system but in a competitive setting involving wild-type HSCs, they lose this ability. The underlying mechanisms to this end are poorly understood. To better understand this, we used different mouse strains that express either loss of both *Gfi1* alleles (*Gfi1*-KO), with reduced expression of *GFI1* (*GFI1*-KD) or wild-type *Gfi1/GFI1* (*Gfi1*-/*GFI1*-WT; corresponding to the mouse and human alleles). We observed that loss of *Gfi1* or reduced expression of *GFI1* led to a two to four fold lower number of HSCs (defined as Lin^−^Sca1^+^c-Kit^+^CD150^+^CD48^−^) compared to *GFI1*-WT mice. To study the functional influence of different levels of GFI1 expression on HSCs function, HSCs from *Gfi1*-WT (expressing CD45.1 + surface antigens) and HSCs from *GFI1*-KD or -KO (expressing CD45.2 + surface antigens) mice were sorted and co-transplanted into lethally irradiated host mice. Every 4 weeks, CD45.1+ and CD45.2 + on different lineage mature cells were analyzed by flow cytometry. At least 16 weeks later, mice were sacrificed, and the percentage of HSCs and progenitors including GMPs, CMPs and MEPs in the total bone marrow cells was calculated as well as their CD45.1 and CD45.2 expression. In the case of co-transplantation of *GFI1*-KD with *Gfi1*-WT HSCs, the majority of HSCs (81% ± 6%) as well as the majority of mature cells (88% ± 10%) originated from CD45.2 + *GFI1*-KD HSCs. In the case of co-transplantation of *Gfi1*-KO HSCs with *Gfi1*-WT HSCs, the majority of HSCs originated from CD45.2+ and therefore from *Gfi1*-KO (61% ± 20%); however, only a small fraction of progenitors and mature cells originated from *Gfi1*-KO HSCs (<1%). We therefore in summary propose that GFI1 has a dose-dependent role in the self-renewal and differentiation of HSCs.

## 1 Introduction

Gfi1 (Growth factor independence 1) is a transcriptional repressor with an important role in the function and differentiation of hematopoietic stem cells (HSCs) in the direction of myeloid and lymphoid lineage (Phelan et al., 2010; van der Meer et al., 2010). It regulates the maturation of myeloid cells and is required for maintaining different signalling pathways such as Notch signalling (Horman et al., 2009; Velu et al., 2009; Phelan et al., 2013). Analysis of *Gfi1* expression in *Gfi1*:GFP heterozygous knock-in mice revealed that *Gfi1* is primarily expressed in HSCs, granulocyte-macrophage progenitors (GMPs) and common lymphoid progenitors (CLPs), while it is absent in common myeloid progenitors (CMPs) and megakaryocyte-erythroid progenitors (MEPs) (Zeng et al., 2004). *Gfi1*-deficient mice are characterized by an accumulation of monocytic cells and an absence of granulocytes, leading to severe neutropenia and monocytosis (Karsunky et al., 2002a; Hock et al., 2003). Recently it has been shown that reduced expression of *GFI1* in blast cells of myeloproliferative neoplasm (MPN), chronic myeloid leukemia (CML) and acute myeloid leukemia (AML) patients are associated with an inferior prognosis and event-free survival (Hock et al., 2004; Khandanpour et al., 2012; Fraszczak et al., 2019). We have also shown that reduced expression of *Gfi1* accelerated leukemia development in the murine model of AML (Kok et al., 2013; Hönes et al., 2016; Vadnais et al., 2018). These studies thus also underscore the contribution of Gfi*1* in the expression of oncogenes, apoptotic pathways and metabolic functions in a dose-dependent manner. However, it has also been postulated that the loss of Gfi1 negatively influences the repopulation capacity of HSCs (Hock et al., 2004; Zeng et al., 2004).

We thus explored whether the low level and loss of *Gfi1* indeed negatively affected the stem cell capacity of HSCs and how the seemingly contradictory findings between reduced self-renewal capacity and the dose-dependent role of *Gfi1* function in myeloid pathogenesis could be reconciled. To reach this goal we made use of different mouse strains: *Gfi1*-knockout (KO) mice, (with a complete loss of Gfi1) and *GFI1*-knockdown (KD) mice, a mouse strain in which the human *GFI1* was cloned into the murine *Gfi1* gene locus together with a Neo cassette in the opposite direction of transcription, leading to lower *GFI1* expression (10%–15% of wild-type levels) (Hönes et al., 2016). We now show that *GFI1*-KD and *Gfi1*-KO mice feature an elevated number of hematopoietic progenitors (LSK cells, Lin^−^Sca1^+^c-Kit^+^), but lower HSC (Lin^−^Sca1^+^c-Kit^+^CD150^+^CD48^−^) numbers. In contrast to *Gfi1*-KO HSCs, *GFI1*-KD HSCs can compete with *Gfi1*-WT HSCs in a competitive transplantation setting and contribute to multi-lineage differentiation. On the other hand, *Gfi1*-KO HSCs can only engraft but are not able to expand and lose their ability to contribute to multi-lineage differentiation.

## 2 Methods

### 2.1 Mice models

*GFI1*-36S (*GFI1*-WT), *Gfi1*-knock out (KO) and *GFI1*-knock down (KD) mice have previously been described (Karsunky et al., 2002a; Hönes et al., 2016; Hönes et al., 2017). *GFI1-*WT mice and the *GFI1-*KD mice express the human *GFI1* instead of the murine *Gfi1*. B6.SJL-Ptprca Pepcb/BoyCrl (CD45.1) mice were purchased from Charles River (Charles River Europa, Italy). Mice were housed in specific pathogen-free conditions at the animal facility of University Hospital Muenster, Germany and the animal facility of University Hospital Essen, Germany. All experiments were approved by the local authorities (LANUV) of North Rhine-Westphalia (AZ84-02.04.2015.A022 and AZ81-02.04.2021.A150).

### 2.2 FACS-antibodies

The FACS antibodies used in the current study are listed in Supplementary Table S1.

### 2.3 Hematopoietic stem cells (HSCs) isolation

Bone marrow (BM) cells were isolated from tibiae, femora and humeri bones and red blood cells were lysed using 1 mL 1x BD Pharm Lyse™ (555,899, BD Biosciences) for 7 min at room temperature. Lineage-negative cells were isolated using Lineage Cell Depletion Kit (130-090-858, Miltenyi Biotec GmbH) and magnetic separation using MACS Separators and LS Columns (130-042-401, Miltenyi Biotec GmbH) following manufacturer’s instructions. Lineage-negative cells were then stained with the antibodies as shown in Supplementary Table S1 and the HSCs, which were defined as Lin^−^Sca1^+^c-Kit^+^CD150^+^CD48^−^ cell population (Supplementary Figure S1), were isolated by a flow cytometer sorting machine (FACS Aria III cell sorter, BD).

### 2.4 Colony-forming unit (CFU) assay

To perform the CFU assay, the 100 HSCs from each mouse were FACS sorted into mouse methylcellulose media MethoCult™ GF M3434-stem cell technologies) in a 24-well plate with. 5-FU was added to the methylcellulose media in the treated samples. The plate was incubated for 2 weeks without disturbing at 37°C and the number of colonies was counted after 2 weeks.

### 2.5 Competitive bone marrow transplantation assay

For co-transplantation experiments, 8–12 weeks old CD45.1 recipient mice (*Gfi1*-WT) were used and were lethally irradiated (7Gy + 3Gy) 1 day before the transplantation. Mice were irradiated using the X-Rad320, the MultiRad 225 or the CP-160 irradiation devices from Precision X-ray. To measure the competitive efficacy 200 HSCs from either *GFI1*-KD or *Gfi1*-KO mice were transplanted (i.v. into the tail vein) together with 200 HSCs from CD45.1 mice and 500.000 total bone marrow cells from the HSC donor mice (1:1 ratio) into lethally irradiated CD45.1 recipient mice.

### 2.6 Flow cytometry

#### 2.6.1 Analysis of peripheral blood

The peripheral blood (PB) of the transplanted mice was analysed every 4 weeks and directly after the mice were euthanized at week 16 after transplantation. Around 50–100 µL blood was collected from the mice’s tail vein and red blood cells were removed by using BD Pharm Lyse™ (555,899, BD Biosciences) as described above. To differentiate the various blood cell types by FACS analysis, the antibodies used were shown in Supplementary Table S1. Cell populations were measured using an Attune NxT flow cytometry from Invitrogen and the data were analyzed by FlowJo (version 10.7.2).

#### 2.6.2 Analysis of bone marrow cells

16 weeks after the transplantation, the mice were euthanized and bone marrow cells were isolated and the red blood cells were lysed as described above. Bone marrow cells were then analysed by FACS for the mature cell types, progenitor cells [Granulocyte-monocyte progenitors (GMPs), common myeloid progenitors (CMPs) and megakaryocyte-erythroid progenitors (MEPs)] and HSCs. The antibodies used for FACS staining are listed in Supplementary Table S1 and the gating for LSKs, HSCs, CMPs, GMPs and MEPs was performed as described previously (Khandanpour et al., 2012) and is shown in Supplementary Figure S1. All the cell populations were measured using an Attune NxT flow cytometry from Invitrogen and the data were analysed by FlowJo (version 10.7.2).

### 2.7 RNA-seq data analysis

#### 2.7.1 RNA-seq data quantification

The RNA-seq data (GEO accession number—GSE225653) could be accessed by the token number ‘wjsvmoimdpclzqt’. The data (single-end fastq files) quantification was performed using SALMON (v1.9.0) against the *Mus musculus* cDNA database (GRCm38, Ensembl release 102; *kmer* size set to 31). The algorithm was run using 30 bootstrap intervals, GC bias, and sequence-specific bias correction. Additionally, positional bias correction was performed, and the library type was inferred automatically by SALMON.

#### 2.7.2 Differential expression analysis and pathway enrichment

Ensembl transcript IDs were mapped to gene symbols using annotables (v0.1.91). Effect sizes (*log*_*2*_ fold changes) of gene expression differences were estimated using Wald-test in sleuth (v0.30.0) and *p*-values were retrieved from the likelihood-ratio test. Pathway enrichment analysis against combined REACTOME and HALLMARK gene sets (*msigdf* R package v7.4) on effect sizes was performed using a rank-MANOVA-based approach as implemented in *mitch* (v1.8.0; priority on significance); gene sets with an adjusted *p*-value below 0.05 and an absolute enrichment above 0.1 were considered as significant. Analysis was performed using R (v4.2.1) and tidyverse (v1.3.2) package was used for data handling. Plots were generated with the packages ggplot2 (v3.3.6). Differentially expressed genes were identified using *p*-values (*p* < 0.01).

### 2.8 Statistical analysis

Statistical analyses were performed using GraphPad Prism 9. Significance was calculated using a paired two-sided *t*-test with a normal distribution. ANOVA was used for multiple comparisions. *p* values ≤0.05 were considered significant. All methods were performed under the relevant guidelines and regulations.

## 3 Results

We used previously described *GFI1*-KD mice (express 15%–20% of wildtype *GFI1*) (Hönes et al., 2016) and *Gfi1*-KO mice with a complete loss of Gfi1 expression (Karsunky et al., 2002a). *GFI1*-WT (KI/KI) mouse strain expresses the human *GFI1* at the murine locus and the *Gfi1-*WT (+/+) mouse strain expresses murine *Gfi1* were used as controls. We previously showed that *GFI1*-WT (KI/KI) mice containing the human *GFI1* cDNA are functionally equivalent to murine *Gfi1-*WT (+/+) mice (Botezatu et al., 2016; Hönes et al., 2016; Hönes et al., 2017). Here we initially measured the percentage of LSKs, HSCs and progenitors in *Gfi1*-WT (+/+), heterozygous knock-in (*GFI1*-+/KI) and homozygous knock-in (*GFI1*-KI/KI) and *Gfi1*-KO mice from the total bone marrow (BM) cells. BM-derived LSKs (Lin^−^Sca1^+^c-Kit^+^) and HSCs (Lin^−^Sca1^+^c-Kit^+^CD150^+^CD48^−^) were gated as shown in Figure 1A; Supplementary Figure S1. Our data indicated that *Gfi1*-WT (+/+), *GFI1* +/KI and *GFI1*-KI/KI mice do not differ in the number (Figures 1B–F) and percentage (Supplementary Figures S2A–G) of LSKs, HSCs and progenitor cells. Thus, *Gfi1*-WT (+/+) mice were used as a control in further experiments.

**FIGURE 1:**
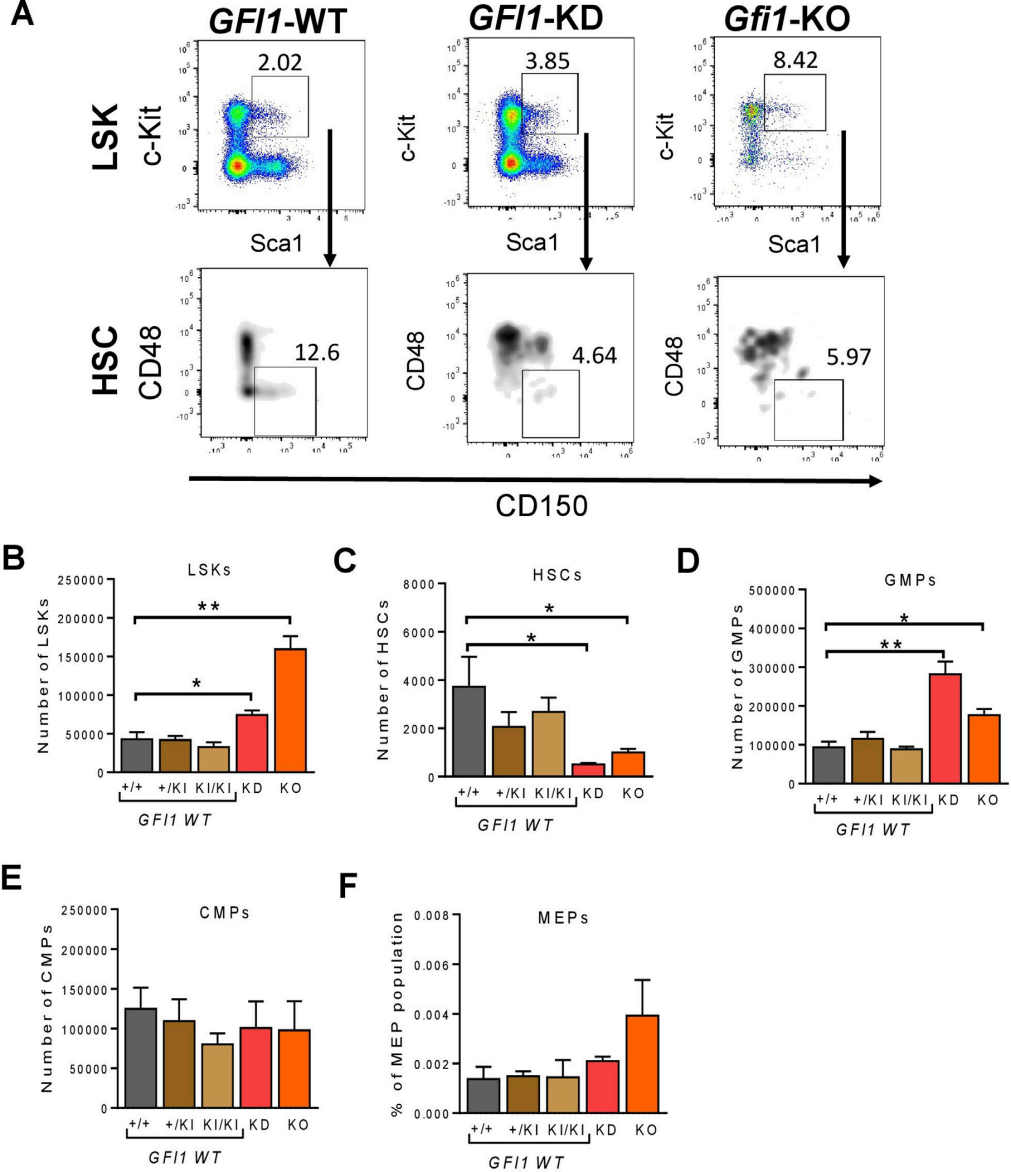
Gfi1 is required for HSC generation. **(A)**. Gating strategy for the identification of LSKs and HSCs. Murine BM cells were isolated, stained and gated for surface marker’s expression (lineage marker, c-Kit, Sca1, CD48 and CD150) by flow cytometry. Representative flow cytometry data (*GFI1*-WT, *GFI1*-KD and *Gfi1*-KO mice) are shown. **(B)**. Reduced levels of *GFI1* (*GFI1*-KD) and loss of *Gfi1* (*Gfi1*-KO) led to an increase in LSK (Lin^−^Sca1^+^c-Kit^+^) cell number compared to *GFI1* WT (+/+, +/KI, KI/KI). Depicted is the number of LSK cells in the total BM cells. **(C)**. Knockdown or loss of *GFI1/Gfi1* resulted in a significant decrease in the number of HSCs (Lin^−^Sca1^+^c-Kit^+^CD150^+^CD48^−^). **(D–F)**. The bar plots show the number of hematopoietic progenitor cells (GMPs, CMPs and MEPs) in *GFI1* WT (+/+, +/KI, KI/KI), *GFI1*-KD and *GFI1*-KO mice (n ≥ 3; Avg ± SEM; *p ≤ 0.048; **p = 0.0091; ***p = 0.0004).

We next examined the frequency of hematopoietic progenitor cells in *GFI1*-WT (+/+, +/KI and KI/KI), *GFI1*-KD and *Gfi1*-KO mice. The total cell number and the percentage of LSK cells were significantly increased in *GFI1*-KD and *Gfi1*-KO mice compared to *GFI1-*WT mice (Figure 1B; Supplementary Figure S2A). In contrast, the number and percentage of HSCs were significantly reduced in *GFI1*-KD and *Gfi1*-KO mice compared *to GFI1-WT* mice (Figure 1C; Supplementary Figure S2B). We then assessed the percentage of LSKs and HSCs in old and young mice to examine if this effect was irrespective of the age of the mice. We did not observe a significant increase in LSKs but a significant reduction of HSCs in *GFI1*-KD and *Gfi1*-KO mice in both old and young groups (Supplementary Figures S2C, D). Our data thus recapitulate previous findings of our and other groups regarding an expansion of LSKs upon loss of *GFI1* (Hock et al., 2003; Khandanpour et al., 2011). Our data further expands our knowledge concerning a dose-dependent effect of *GFI1* expression on HSCs resulting in a significant decrease in HSCs number. In addition to LSKs and HSCs, we also quantified progenitor cells. Reduced expression of *GFI1* (*GFI1*-KD) or loss of *GFI1* (*Gfi1*-KO) significantly increased the number and percentage of GMPs (Figure 1D; Supplementary Figure S2E), but no changes in the number and percentage of CMPs or MEPs were observed (Figures 1E, F, Supplementary Figures S2F, G).

Next, we evaluated the proliferation status of LSKs, HSCs and progenitor cells in *GFI1*-WT, -KD and -KO mice by measuring the cell cycle and the apoptosis rate. Reduced expression or loss of *GFI1* significantly enhanced proliferation as demonstrated by the percentage of cells in the proliferative phases of G1 and S-G2-M (Figures 2A, B; Supplementary Figures S3A–C). We then measured the rate of apoptosis by flow cytometry. The low level or loss of *GFI1* resulted in a significantly enhanced apoptosis rate compared to *GFI1*-WT in LSKs, HSCs and progenitor cell populations. (Figure 2C; Supplementary Figure S3D). We subsequently monitored the clonogenic capacity of different HSCs *via* colony-forming units (CFU) assay. Initial plating (round 1) of HSCs, followed by replating (round 2) of HSCs from *GFI1*-KD and *Gfi1*-KO mice resulted in a significantly higher colony number underscoring their proliferative nature of the cells compared to HSCs from *GFI1*- KI mice (Figures 2D, E). The addition of the standard chemotherapeutic agent such as 5-Fluorouracil (5-FU) demonstrated that the *GFI1*-KD and *Gfi1*-KO HSCs were more sensitive to 5-FU treatment compared to *GFI1*-KI cells (Figures 2D, E).

**FIGURE 2:**
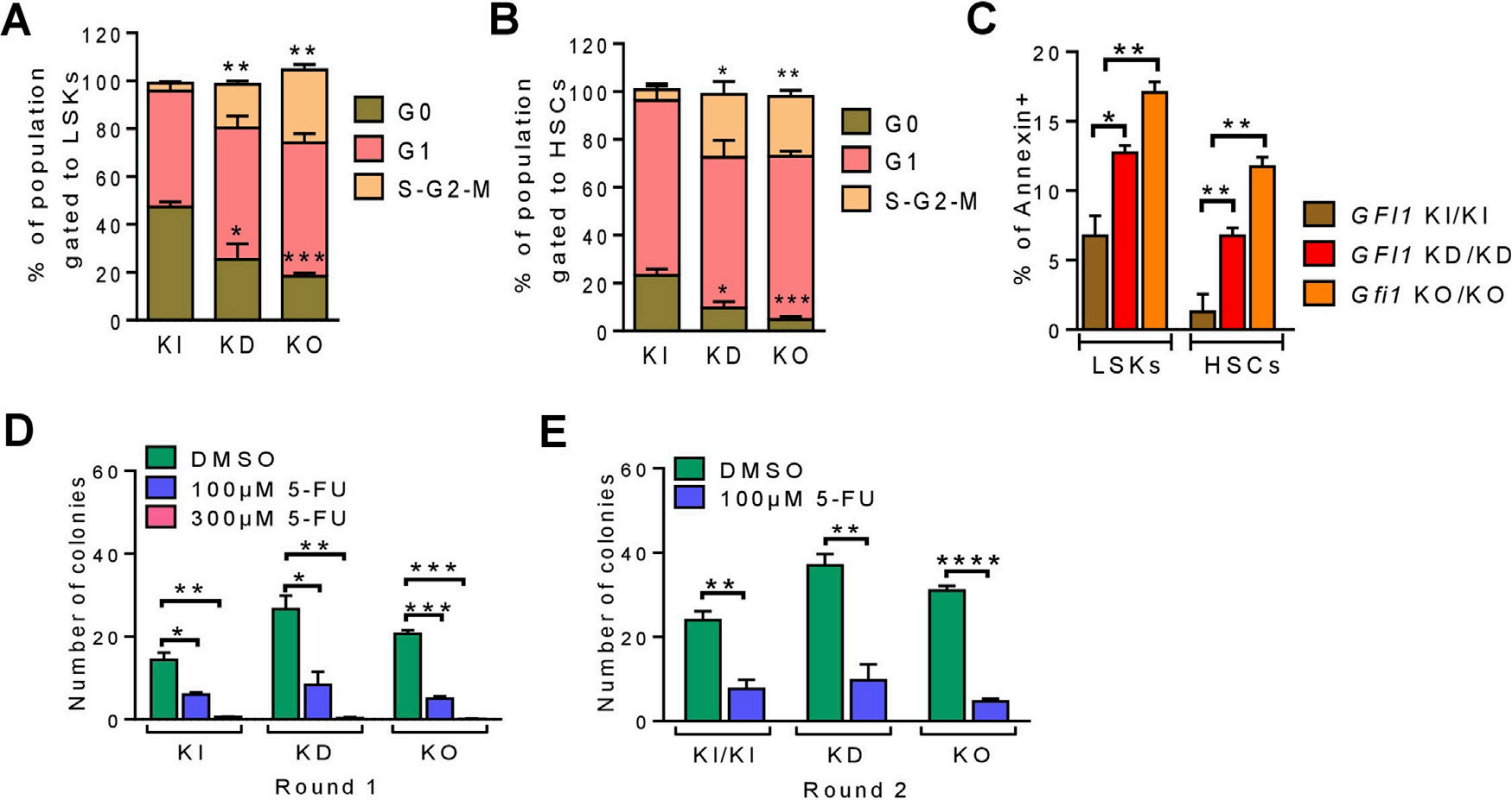
Reduced or loss of *GFI1* expression resulted in enhanced cell proliferation and apoptosis. **(A, B)**. The cell cycle status of *GFI1-*KI, -KD and -KO mice was measured in LSKs and HSCs populations (n ≥ 3; Avg ± SEM; *p ≤ 0.0336; **p ≤ 0.0027; ***p ≤ 0.0008). **(C)**. The apoptosis rate of *GFI1-*WT, -KD and -KO mice was measured by the percentage of annexin-positive cells in LSKs and HSCs populations (n = 3; Avg± SEM; *p = 0.0176; **p ≤ 0.0093). **(D, E)**. The CFU assay was performed from the HSCs of *GFI1*- KI, -KD and -KO mice with different doses of 5-FU as indicated. Quantification of the colonies represents the clonogenic potential of different HSCs populations in different conditions and rounds of plating [first round **(D)** and second round **(E)**] (n = 3; Avg ± SEM; *p ≤ 0.0151; **p ≤ 0.0069; ***p ≤ 0.0004; ****p ≤ 0.0001).

Next, we investigated how reduced levels or loss of *GFI1* affected the ability of HSCs to engraft post-transplantation and measured their competence to differentiate into the various cell lineages. To this end, we performed competitive transplantation assays as illustrated (Figure 3A; Figure 4A). We isolated HSCs and BM cells from CD45.1-expressing *Gfi1*-WT and CD45.2-expressing *GFI1*-KD or -KO mice and mixed 200 HSCs and 500,000 BM from each of the CD45.1+ and CD45.2 + mice and transplanted into lethally irradiated CD45.2 + C57BL/6 or CD45.1 + Gfi1-WT recipient mice. Usage of both CD45.1+ and CD45.2 + recipient mice ruled out a possible background bias. Post transplantation, every 4 weeks we analysed the PB for CD45.1 and CD45.2 expression on different myeloid cells (monocytes- CD11b+ and granulocytes-Gr1+), T cells (CD8^+^ and CD4^+^), B cells (B220+) and erythroid cells (Ter119+). After 16 weeks of transplantation, we euthanized the mice and analyzed them for mature and progenitor cells and HSCs of the PB and BM. We found that in the competitive setting involving *GFI1*-KD mice, the number of CD45.2 + mature cells analysed in the PB increased over time and nearly reached 100% in 16 weeks after transplantation (Figures 3B, C; Supplementary Figures S4A, B). The presence of short-lived myeloid cells derived from CD45.2 + *GFI1*-KD cells 4 weeks after transplantation into CD45.2 + host mice rules out a potential carry-over of these cells as a result of the transplantation (Figure 3B). 8 weeks after transplantation, about 90% of all monocytes in PB were CD45.2+ in both transplantation settings, hence originating from CD45.2 + *GFI1*-KD HSCs in the competitive transplantation assay (Figures 3B, C). Erythroid cells, B-cells and long-lived cells like T-cells are derived from CD45.2 + *GFI1*-KD HSCs and reached 90% after 16 weeks in both the CD45.2 and CD45.1 recipient mice (Supplementary Figures S4A, B). It has previously been shown that long-term reconstitution can be determined 12–16 weeks after transplantation (Morrison and Weissman, 1994; Akala et al., 2008). Hence, to determine the reconstitution capacity in the competitive setting, the mice were sacrificed after 16 weeks of transplantation and measured the percentage of HSCs, progenitors (CMPs, GMPs and MEPs) and differentiated cells from the total BM. The BM analysis showed that the major proportion of HSCs, progenitors and differentiated cells were derived from CD45.2 cells (Figures 3D, E). This indicates *GFI1*-KD HSCs possess reconstitution capacity, indeed long-term HSC activity and that GFI1 has a dose-dependent effect in contribution to PB cell formation when transplanted in a competitive setting with *Gfi1*-WT HSC.

**FIGURE 3:**
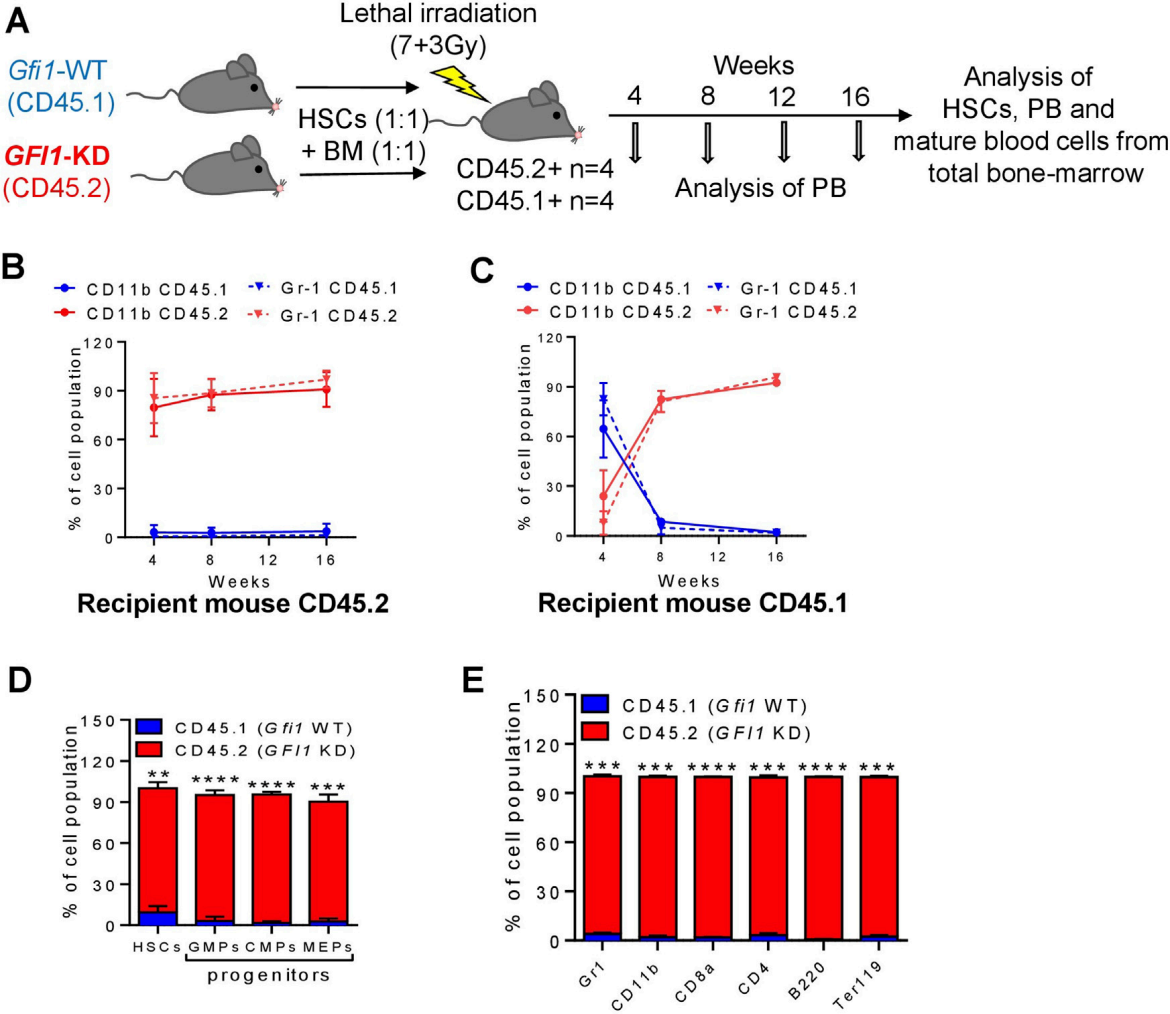
Mature cells were derived from CD45.2+ *GFI1*-KD HSCs in a competitive transplantation setting with CD45.1+ *Gfi1*-WT HSCs. **(A)**. Schematic representation of the competitive transplantation assay setup. HSCs were isolated from CD45.1 expressed *Gfi1*-WT mice and CD45.2-expressing *GFI1*-KD mice and were mixed in equal numbers (200 HSCs from each mouse) and transplanted into lethally irradiated C57Bl/6 recipient mice using 500,000 total BM cells as carrier cells (250,000 from each mouse). After the transplantation, the PB was analyzed at different time points and the BM was analyzed upon euthanization for the presence of HSCs and mature blood cells. **(B, C)**. CD45.1 and CD45.2 expression on the cell surface of myeloid (granulocytes and monocytes) cells in the peripheral (PB) were measured by flow cytometry at 4, 8, 12, and 16 weeks after transplantation into CD45.2+ and CD45.1 + recipient mice. Granulocytes were defined as Ly6G^hi^CD11b^+^, Monocytes were defined as Ly6G^int^CD11b^+^. **(D)** The percentage of HSCs and progenitor populations (GMPs, CMPs and MEPs) expressing CD45.1 and CD45.2 receptors, measured from the total BM cells (n = 3; Avg ± SEM; **p = 0.0061; ****p ≤ 0.0001). **(E)** The percentage of differentiated cell populations (gr1-granulocytes, CD11b-monocytes, CD8a-cytotoxic T cells, CD4^−^ T-Helper cells, B220-B lymphocytes, Ter119-erythrocytes) expressing CD45.1 and CD45.2 receptors, measured from the BM cells (n = 3; Avg ± SEM; ***p ≤ 0.0003; ****p ≤ 0.0001).

**FIGURE 4:**
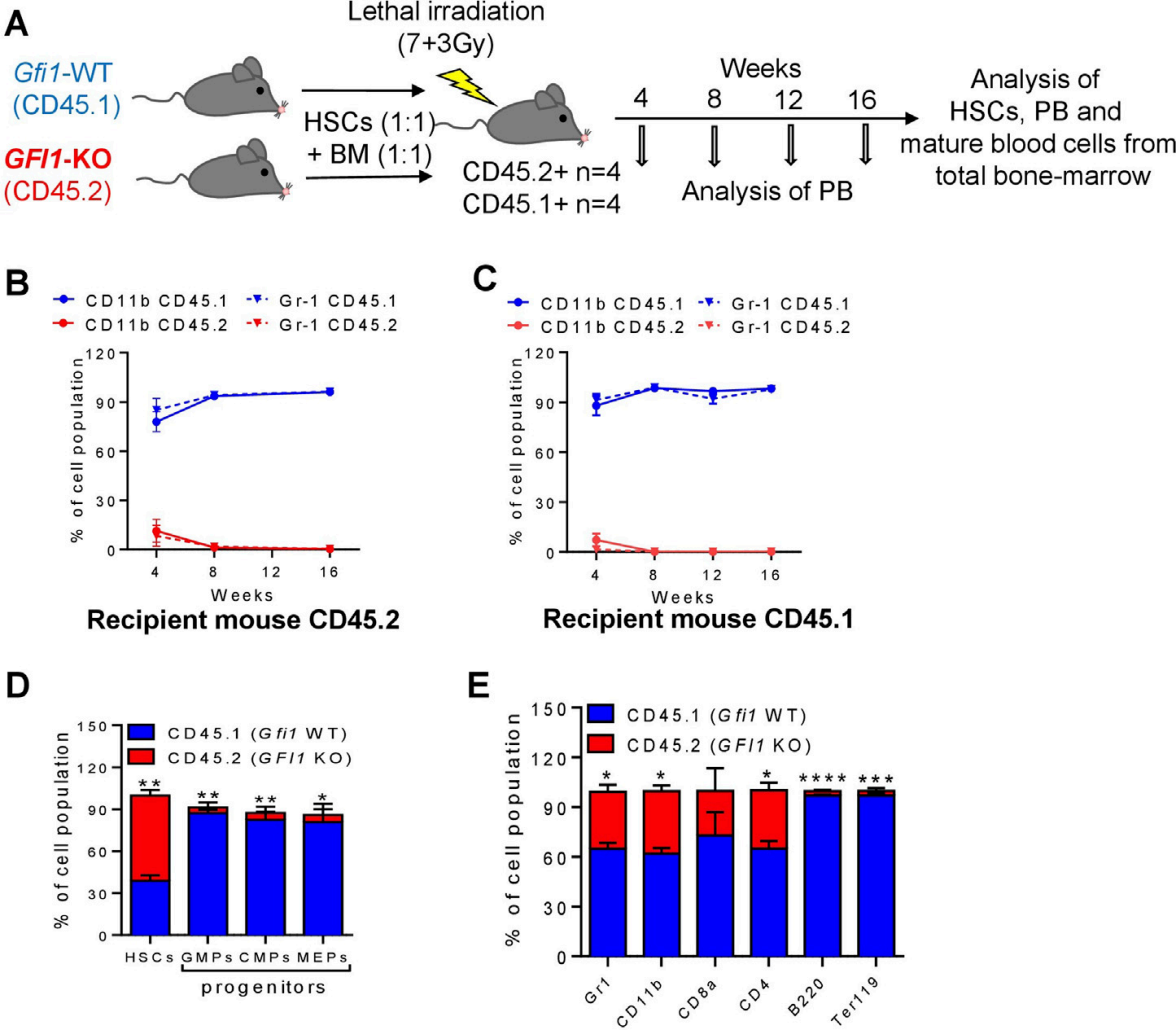
Mature cells were derived from CD45.1+ *Gfi1*-WT HSCs in a competitive transplantation setting with CD45.2+ *Gfi1*-KO HSCs. **(A)**. Schematic diagram of the competitive transplantation assay setup. HSCs were isolated from CD45.1 expressed *Gfi1*-WT mice and CD45.2-expressing *GFI1*-KO mice and were mixed in equal numbers (200 HSCs from each mouse) and transplanted into lethally irradiated C57Bl/6 recipient mice using 500,000 total bone-marrow cells as carrier cells (250,000 from each mouse). After the transplantation, the PB was analyzed at different time points and the BM was analyzed upon euthanization for the presence of HSCs and mature blood cells. **(B, C)**. CD45.1 and CD45.2 expression on the cell surface of myeloid (granulocytes and monocytes) cells in the PB were measured by flow cytometry at 4, 8, 12 and 16 weeks after transplantation into CD45.2+ and CD45.1 + recipient mice. Granulocytes were defined as Ly6G^hi^CD11b^+^, Monocytes were defined as Ly6G^int^CD11b^+^. **(D)** The percentage of HSCs and progenitor populations (GMPs, CMPs and MEPs) expressing CD45.1 and CD45.2 receptors was measured from the total BM cells (n = 3; Avg± SEM; *p = 0.0313; **p ≤ 0.0087). **(E)**. The percentage of differentiated cell populations (gr1-granulocytes, CD11b-monocytes, CD8a-cytotoxic T cells, CD4^−^ T-Helper cells, B220-B lymphocytes, Ter119-erythrocytes) expressing CD45.1 and CD45.2 receptors were measured from the total BM cells (n = 3; Avg ± SEM; *p ≤ 0.0433; ***p = 0.0005).

In contrast to the results from the *GFI1*-KD transplantations, CD45.2-derived cells from *Gfi1*-KO mice were not present in the *Gfi1*-KO competitive transplantation setting (Figures 4A–E; Supplementary Figures S4A, B). About 4 weeks after transplantation the percentage of CD45.2-derived monocytes and granulocytes was less than 11% in both the CD45.2 and CD45.1 recipient mice (Figures 4B, C). Moreover, T cells, B-cells and erythroid cells were contributed from CD45.1-expressing HSCs even 16 weeks after transplantation (Supplementary Figures S5A, B). This finding is in line with previous publications that *Gfi1*-KO cells do not contribute to mature cells (Hock et al., 2004; Zeng et al., 2004). However, analysis of total BM revealed that the majority of HSCs are CD45.2, whereas the progenitor populations and differentiated cells were derived from CD45.1 HSCs (Figures 4D, E).

To measure self-renewal and clonogenic capacity *in-vivo* in a competitive setup, secondary transplantation was performed after euthanizing and analysing the BM from the primary transplanted mice. 10 Mio total BM cells from the primary transplanted mice (*GFI1*-WT/KD and *GFI1*-WT/KO groups) were collected and transplanted into lethally irradiated CD45.1 recipient mice (Supplementary Figure S6A). The PB was analysed for the expression of CD45.1 and CD45.2 on mature cells. After 8 weeks, mice transplanted with *GFI1*-WT/KD cells expressed CD45.2 receptors, hence the majority of the blood cells were derived from *GFI1*-KD mice (Supplementary Figure S6B), similar to the results from the primary transplanted mice. On the other hand, the mature cells from the mice transplanted with *GFI1*-WT/KO group expressed CD45.1 receptors, indicating their origin from *GFI1*-WT mice (Supplementary Figure S6C).

To investigate the low and loss of *GFI1* induced molecular and global gene expression changes, we performed RNA-seq analysis in HSCs derived from *GFI1*-KD or *Gfi1*-KO mice and compared it to *GFI1*-KI mice. 

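Bulk RNA-seq libraries were made from HSCs sorted as Lin−Sca1+c-Kit+CD150+CD48− cells. There were 3 libraries labelled for each of 5 genotypes: Gfi1-WT, GFI1-KI, GFI1-KD, Gfi1-KO and GFI1-36N, a variant allele of human GFI1 on which the paper's text does not report. The authors quantified single-end reads with Salmon 1.9.0 against the mouse cDNA set of GRCm38 (Ensembl release 102). The deposited values are estimated counts that the authors made from TPM scaled by transcript length and library size, summed per gene symbol and not normalized between libraries. Columns of values were matched to the labels by the number that both carry, since no text states the match in words, and each genotype named here is the label of a library. Estimated counts per library ranged from 16.22 to 20.64 M (median 18.03 M) in Gfi1-KO, from 16.71 to 20.24 M (median 18.3 M) in GFI1-KD, from 17.98 to 19.98 M (median 18.09 M) in GFI1-KI, from 17.47 to 18.47 M (median 18.35 M) in GFI1-36N and from 16.34 to 17.64 M (median 17.31 M) in Gfi1-WT. Between 9415 and 15125 genes were above 0 in a library (median 13051), with the lowest number in GFI1-36N replicate 3. The median Spearman correlation of a library with the other libraries was 0.557 for GFI1-36N replicate 3, 0.682 for GFI1-KD replicate 1 and 0.71 to 0.811 for the rest. The values were rounded to whole counts, normalized by TMM and compared with edgeR's quasi-likelihood F test in 1 model of all 15 libraries, over the 13358 genes of 35533 that passed a filter on low counts. GFI1-KD was compared with GFI1-KI, and Gfi1-KO with Gfi1-WT. Gene lists were compared with camera of limma, at a preset correlation of 0.01 between genes and also at an estimated correlation, with p values adjusted over 31 lists. The spread between libraries of a genotype was wide, with a common biological coefficient of variation of 1.39. No text names a batch or a pairing of the libraries.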

The RNA-seq data analysis demonstrated there are indeed distinct differences in GFI1-KD/-KO/-KI mice. 

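The targeted gene itself was read at a low level, and its values did not follow the genotypes. Gfi1, the transcriptional repressor targeted in these mice (ENSMUSG00000029275), lies on chromosome 5 of GRCm38 from 107716657 to 107726036. Its estimated count was 53.3 ± 52.7 (SD, n = 3 libraries) in Gfi1-KO and 1.62 ± 2.8 (SD, n = 3) in Gfi1-WT HSCs (two-sided exact permutation test, p = 0.4). In GFI1-KD it was 88.9 ± 154 (SD, n = 3) and in GFI1-KI 52.3 ± 65.5 (SD, n = 3), with an exact permutation p of 1. The smallest p that 3 libraries against 3 allow is 0.1. In Gfi1-KO, replicate 1 had 105.5 and replicate 2 had 54.47 estimated counts, whereas in Gfi1-WT only replicate 1 was above 0, with 4.853. The mouse cDNA set does not hold human GFI1, so that in GFI1-KI, GFI1-KD and GFI1-36N HSCs only human reads that match the mouse sequence can be counted. Genes of the surface markers of the sort were read in all genotypes. Kit, the receptor for stem cell factor, was at 435 ± 94.1 CPM (SD, n = 3) in GFI1-KD and 603 ± 192 (SD, n = 3) in GFI1-KI, and at 325 ± 134 (SD, n = 3) in Gfi1-KO and 330 ± 126 (SD, n = 3) in Gfi1-WT. Slamf1, which encodes CD150, was at 83.7 ± 12.6 CPM (SD, n = 3) in GFI1-KD, 46.7 ± 36.4 (SD, n = 3) in GFI1-KI, 54.1 ± 46.2 (SD, n = 3) in Gfi1-KO and 80.8 ± 64.7 (SD, n = 3) in Gfi1-WT. Of the genes of the gate, Cd34, Cd48, Fcgr2b, Fcgr3, Il7r, Itgam, Kit, Ly6a, Ptprc and Slamf1 did not pass edgeR's test in either comparison, at an adjusted p of 1 for each. In Gfi1-KO replicate 2, Slamf1 was at 1.29 CPM (lowest other library 9.58) and Cd48 at 502 CPM (highest other library 46.1). Neither Irf8 nor Spi1 passed, which encode transcription factors of the myeloid lineage (adjusted p = 1 from edgeR).

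**Figure D1:**
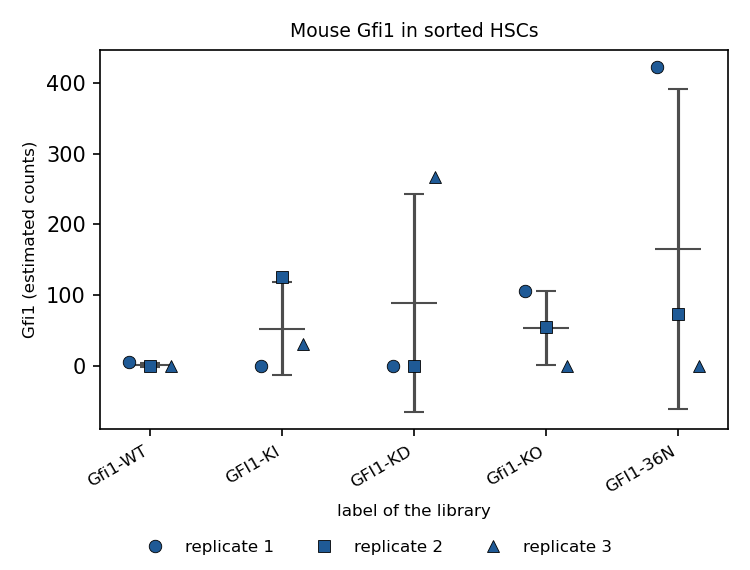
Estimated counts of Gfi1 in each of the 15 libraries by genotype label, with points for libraries and bars for the mean ± SD (n = 3). Values run from 0 to 422.2, and 1 library of Gfi1-WT, 2 of Gfi1-KO and 1 of GFI1-KD lie above 0.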

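Compared to GFI1-KI HSCs, GFI1-KD HSCs had a higher level of Gmfg, which encodes a regulator of the actin skeleton in blood cells. Gmfg (ENSMUSG00000060791, chromosome 7 of GRCm38, 28437447 to 28448233) was at 990 ± 124 CPM (SD, n = 3) in GFI1-KD and 353 ± 31 (SD, n = 3) in GFI1-KI, and all GFI1-KD libraries lay above all GFI1-KI libraries. It had the lowest p of all genes tested, with a log2 fold change of 1.49 (standard error 0.23, adjusted p = 0.243 from edgeR). Cers4, which encodes a ceramide synthase, was at 275 ± 251 CPM (SD, n = 3) in GFI1-KD and 40.6 ± 24.1 (SD, n = 3) in GFI1-KI. Eif3c, a subunit of a translation initiation factor, was at 392 ± 62.7 CPM (SD, n = 3) and 231 ± 31.6 (SD, n = 3), respectively. The Y-linked Eif2s3y and the pseudogene Akt2-ps were the other genes with the lowest p on this side, and both were listed at 0 in all GFI1-KI libraries. Eif2s3y was at 75.4 and 170 CPM of the library total in GFI1-KD replicates 1 and 3 but at 0.0494 in replicate 2. Y-linked genes as a group were also high only in replicates 1 and 3, so that sex appears to differ between these libraries. Lower in GFI1-KD were Qrich1 (15.8 ± 11 CPM against 126 ± 49.5, SD, n = 3 each) and Dpy19l4 (0.0958 ± 0.0925 CPM against 46.6 ± 13.9, SD, n = 3 each). Mov10, which encodes an RNA helicase, was at 0.0205 ± 0.0355 CPM (SD, n = 3) in GFI1-KD and 20.2 ± 21.8 (SD, n = 3) in GFI1-KI. Khdrbs3 and Stard8 were listed at 0 in all GFI1-KD libraries and at 14.8 ± 7.78 and 35.4 ± 35.9 CPM (SD, n = 3) in GFI1-KI. Stard8 was near 0 in Gfi1-WT as well, so that for it GFI1-KI stands apart. Cers4, Eif3c and Eif2s3y were also higher in GFI1-36N than in the same GFI1-KI libraries. Apart from Gmfg, these genes had an adjusted p of 1. No gene passed an adjusted p of 0.05 in edgeR in GFI1-KD or in Gfi1-KO HSCs. At an unadjusted p under 0.01, 27 genes passed in GFI1-KD compared to GFI1-KI HSCs (11 higher and 16 lower) and 35 in Gfi1-KO compared to Gfi1-WT HSCs (18 higher and 17 lower), where chance alone gives 134 of 13358 genes. At an unadjusted p under 0.05 there were 333 and 410. At an adjusted p of 0.05, limma-trend called 0 genes in both comparisons and DESeq2 called 175 and 172, of which 149 and 130 were listed at 0 in all libraries of a group. Leaving out GFI1-KD replicate 1 or 3 gave 17 or 43 genes at an unadjusted p under 0.01, leaving out GFI1-KI replicate 1, 2 or 3 gave 15, 41 or 13, and leaving out Gfi1-KO replicate 1 or 2 or Gfi1-WT replicate 2 gave 103, 21 or 20.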

Genes involving significant alterations in expressions are depicted in Supplementary Figures S7A, B. Further analysis revealed that 89 and 95 genes are differentially expressed in *GFI1*-KI vs. -KD and *Gfi1*-WT vs. KO settings, respectively. To better illustrate the differences at the pathway levels, the gene set enrichment analysis (GSEA) was performed against the combined Reactome (RT) and hallmark (HM) genesets and the significantly altered pathways in *GFI1*-KD and *Gfi1*-KO in comparison with *GFI1*-KI mice and *Gfi1*-WT mice respectively was identified. 

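In GFI1-KD HSCs, genes of the G2/M phase were lower and genes of ribosomal proteins were higher than in GFI1-KI HSCs. Of 54 G2/M genes, 42 were lower, with a median log2 fold change of −0.39 (camera adjusted p = 0.00475; adjusted p = 0.854 with an estimated correlation). Cdca8, which encodes a subunit of the chromosomal passenger complex, had a log2 fold change of −1.05 (standard error 0.32), and Mki67, a marker of cycling cells, was at 165 ± 32.1 CPM (SD, n = 3) in GFI1-KD and 333 ± 140 CPM (SD, n = 3) in GFI1-KI. Ube2c, which encodes a ubiquitin-conjugating enzyme of mitotic exit, was at 33.5 ± 15.8 and 88.6 ± 8.76 CPM (SD, n = 3 each), and for these 3 genes all GFI1-KD libraries lay below all GFI1-KI libraries. They were picked by low p, which favours such genes, and 9.09% of all genes tested had no overlap between these groups (10% by chance). Of 82 ribosomal protein genes, 78 were higher in GFI1-KD, with a median log2 fold change of 0.26 (camera adjusted p = 9.8e-05; adjusted p = 0.956 with an estimated correlation).
Genes of mitosis and cytokinesis were lower in 33 of 45 cases, with a median log2 fold change of −0.56 (camera adjusted p = 0.0132; adjusted p = 0.923 with an estimated correlation). Among them, Anapc5 of the anaphase-promoting complex had a log2 fold change of −1.0 and Pds5b, a regulator of cohesin, one of −1.9. Of 30 genes of the pre-replicative complex, 24 were lower, with a median of −0.36 (camera adjusted p = 0.0422; adjusted p = 0.854 with an estimated correlation). The helicase subunits Mcm3 and Mcm5 had log2 fold changes of −0.77 and −0.83, and the replication factor Cdc45 one of −1.93. Genes of the S phase (31 of 43 lower, median −0.18, camera adjusted p = 0.162) and of the DNA damage checkpoint (30 of 43 lower, median −0.30, camera adjusted p = 0.0857) did not pass the test. The checkpoint list passed by the rank enrichment score (score −0.24, adjusted p = 0.0255), whose test takes genes as independent. By camera the checkpoint list passed without GFI1-KD replicate 1 (median −0.47, adjusted p = 0.0351) or GFI1-KI replicate 1 (median −0.37, adjusted p = 0.025), and the S phase list without GFI1-KD replicate 1 (median −0.21, adjusted p = 0.0298). Neither list passed by camera without any other single library of these genotypes. Without GFI1-KD replicate 3 the S phase median was 0.102 (adjusted p = 0.825) and the checkpoint median −0.176 (adjusted p = 0.466). With Gfi1-WT as the control the medians were −0.0918 and −0.0949 (camera adjusted p = 0.445 and 0.639). With all libraries and an estimated correlation, camera gave an adjusted p of 0.897 for the checkpoint list and 0.854 for the S phase list. The S phase gene Hells was at 66.1 ± 8.25 CPM (SD, n = 3) in GFI1-KD and 126 ± 63 (SD, n = 3) in GFI1-KI. Of the checkpoint genes, Rnf8, a ubiquitin ligase of the DNA damage response, was at 3.25 ± 1.93 CPM (SD, n = 3) in GFI1-KD and 43.7 ± 23 (SD, n = 3) in GFI1-KI. The repair helicase Brip1 was at 21.9 ± 15.7 and 147 ± 94.1 CPM (SD, n = 3 each), and Topbp1, an activator of the checkpoint kinase ATR, at 40.1 ± 46.5 and 121 ± 12.8 CPM (SD, n = 3 each). The ribosomal protein genes Rpl21 and Rps16 had log2 fold changes of 0.45 and 0.46. No member of these 6 lists passed an adjusted p of 0.05 in edgeR over all genes, and none did when adjusted over the list alone.
The G2/M call was lost without GFI1-KD replicate 3 (median −0.34, adjusted p = 0.431), without GFI1-KI replicate 3 (median −0.36, adjusted p = 0.0906) and with Gfi1-WT in place of GFI1-KI (median −0.080, adjusted p = 0.744), and these also ended the calls for mitosis and cytokinesis (adjusted p = 0.121, 0.0906 and 0.354). The ribosomal call was lost without GFI1-KD replicate 1 (median 0.15, adjusted p = 0.369), GFI1-KI replicate 2 (median 0.19, adjusted p = 0.204) or GFI1-KI replicate 3 (median 0.18, adjusted p = 0.0888), and the pre-replicative call without any single one of these libraries other than GFI1-KD replicate 2 (adjusted p = 0.0728 to 0.123), in the fit of 2 genotypes (adjusted p = 0.0588), with a replicate block (adjusted p = 0.0564) or with Gfi1-WT as the control (adjusted p = 0.354).

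**Figure D2:**
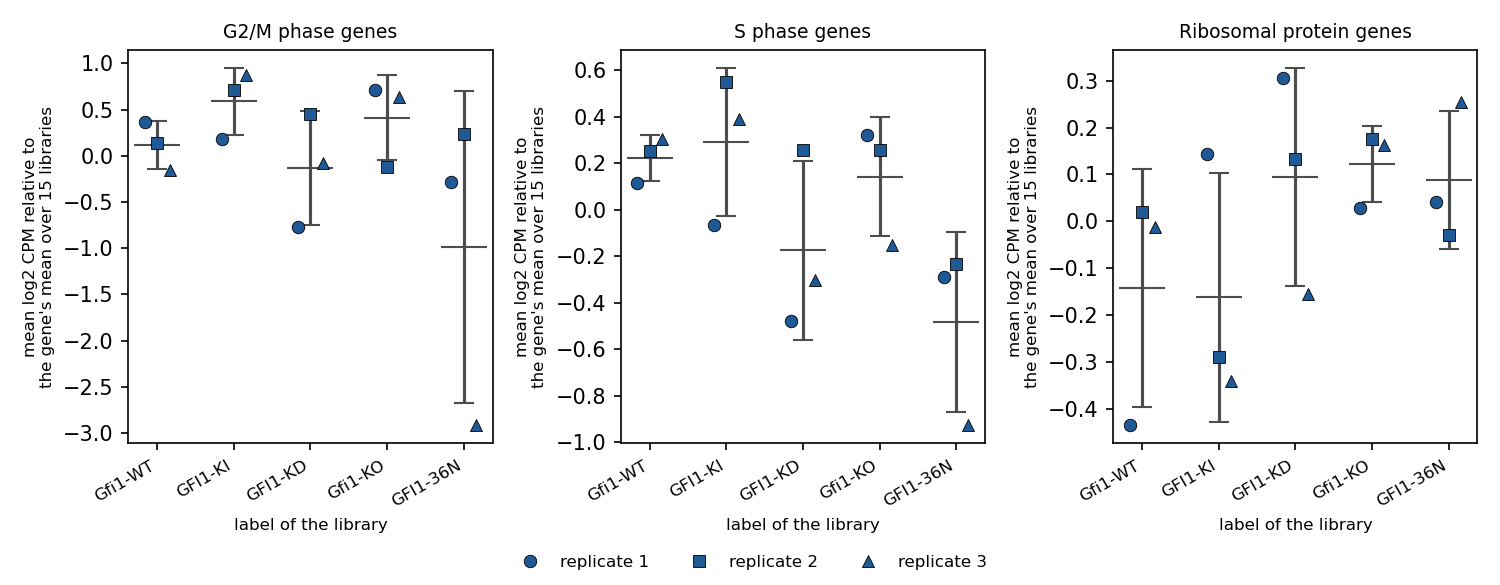
Mean log2 CPM of G2/M phase, S phase and ribosomal protein genes in each library, relative to each gene's mean over the 15 libraries. Points are libraries and bars the mean ± SD (n = 3). The G2/M scores lie between −0.771 and 0.453 in GFI1-KD and between 0.182 and 0.873 in GFI1-KI.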

Pathway analysis identified that the cell cycle and related pathways such as G2M checkpoints, and DNA damage checkpoints were significantly upregulated in *GFI1*-KD HSCs (Figure 5). 

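In Gfi1-KO HSCs, 3 Reactome sets of the cell cycle were higher by camera than in Gfi1-WT HSCs, with p values adjusted over the 20 sets named in the paper's text or Figure 5. The lists of G2/M, S phase and checkpoint genes did not pass the camera test. The sets were APC/C:Cdc20 mediated degradation of mitotic proteins (52 of 69 higher, median log2 fold change 0.24, camera adjusted p = 0.00566; adjusted p = 0.112 with an estimated correlation), M phase (142 of 226 higher, median 0.15, camera adjusted p = 0.0265; adjusted p = 0.429 with an estimated correlation) and cell cycle checkpoints (78 of 124 higher, median 0.15, camera adjusted p = 0.0265; adjusted p = 0.112 with an estimated correlation). By the rank enrichment score these passed, and so did the sets of the mitotic cell cycle (score 0.109, adjusted p = 5.53e-04), resolution of sister chromatid cohesion (score 0.167, adjusted p = 0.00919) and mitotic prometaphase (score 0.167, adjusted p = 0.00677). The test of that score takes genes as independent. Of 54 G2/M genes, 37 were higher than in Gfi1-WT HSCs, with a median log2 fold change of 0.23 (camera adjusted p = 0.138), and only by the rank enrichment score did they pass (adjusted p = 0.00767). Jpt1 was at 502 ± 79.3 CPM (SD, n = 3) in Gfi1-KO and 330 ± 45.3 (SD, n = 3) in Gfi1-WT, the cyclin-dependent kinase subunit Cks1b at 378 ± 76.6 and 255 ± 51.4 CPM (SD, n = 3 each), and the chromatin protein Hmgb2 at 679 ± 153 and 512 ± 72 CPM (SD, n = 3 each). Of 43 S phase genes, 20 were higher and 23 lower, with a median of −0.018, a mean of 0.0054 and an upward camera test (adjusted p = 0.418). Hells, Gmnn and Nasp, with roles in chromatin and DNA replication, had log2 fold changes of 1.06, 1.1 and 1.3. Of 43 genes of the DNA damage checkpoint, 20 were higher and 23 lower, with a median of −0.10, a mean of 0.089 and an upward camera test (adjusted p = 0.418). Among them, the recombination genes Brca2 and Rad51c had log2 fold changes of −1.35 and 4.4 and the replication protein gene Rpa3 one of 1.0, and no gene named here had an adjusted p under 1 in edgeR. Without Gfi1-WT replicate 1 the camera test of the S phase list turned downward (median −0.081, adjusted p = 0.941). With GFI1-KI in place of Gfi1-WT as the control, the camera tests of the G2/M list (median 0.0031) and of the checkpoint list (median −0.20) turned downward, both at an adjusted p of 0.791.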

On the contrary, these pathways were downregulated in *Gfi1*-KO HSCs (Supplementary Figure S8). Interestingly it was also previously shown that GFI1 plays a role in overriding the G1 cell-cycle checkpoint in T-cells and contributing to T-cell lymphomagenesis (Karsunky et al., 2002b). Our observations as cell cycle regulation, thus shed light on different molecular alterations induced by varied *GFI1* expression.

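The difference of the effects in GFI1-KD and in Gfi1-KO HSCs was tested directly, as GFI1-KD minus GFI1-KI less Gfi1-KO minus Gfi1-WT. It was negative for cell cycle genes. Of 54 G2/M genes, 45 had a negative difference, with a median of −0.69 on the log2 scale (camera adjusted p = 5.64e-04; adjusted p = 0.395 with an estimated correlation). Genes of mitosis and cytokinesis had a median difference of −0.81 (35 of 45 negative, camera adjusted p = 0.00718; adjusted p = 0.516 with an estimated correlation), genes of the pre-replicative complex one of −0.45 (23 of 30 negative, camera adjusted p = 0.00899; adjusted p = 0.395 with an estimated correlation) and genes of the DNA damage checkpoint one of −0.38 (26 of 43 negative, camera adjusted p = 0.0364; adjusted p = 0.516 with an estimated correlation). S phase genes did not pass (30 of 43 negative, camera adjusted p = 0.0604), although they did without GFI1-KD replicate 1 or 2, Gfi1-KO replicate 1 or Gfi1-WT replicate 3 (adjusted p = 0.0139, 0.0333, 0.0216 and 0.011) and by the rank enrichment score (adjusted p = 0.0371). No gene passed an adjusted p of 0.05 in edgeR, and 401 genes had an unadjusted p under 0.05. The G2/M difference stayed negative and past the threshold without each single library in turn, and the differences of mitosis, pre-replicative complex and checkpoint genes were not run in this way. For GFI1-KD minus Gfi1-KO directly, the G2/M median was −0.375 (camera adjusted p = 0.0327). G2/M genes were also higher in GFI1-KI than in Gfi1-WT (median 0.343, camera adjusted p = 0.0419; adjusted p = 0.949 with an estimated correlation). A difference between the controls thus also enters the −0.69. The paper states that cell cycle and checkpoint pathways were raised in GFI1-KD HSCs and lowered in Gfi1-KO HSCs. That would give a positive difference, opposite in sign to the negative one found here. The paper states that such observations shed light on the alterations that come with varied GFI1 expression.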

**FIGURE 5:**
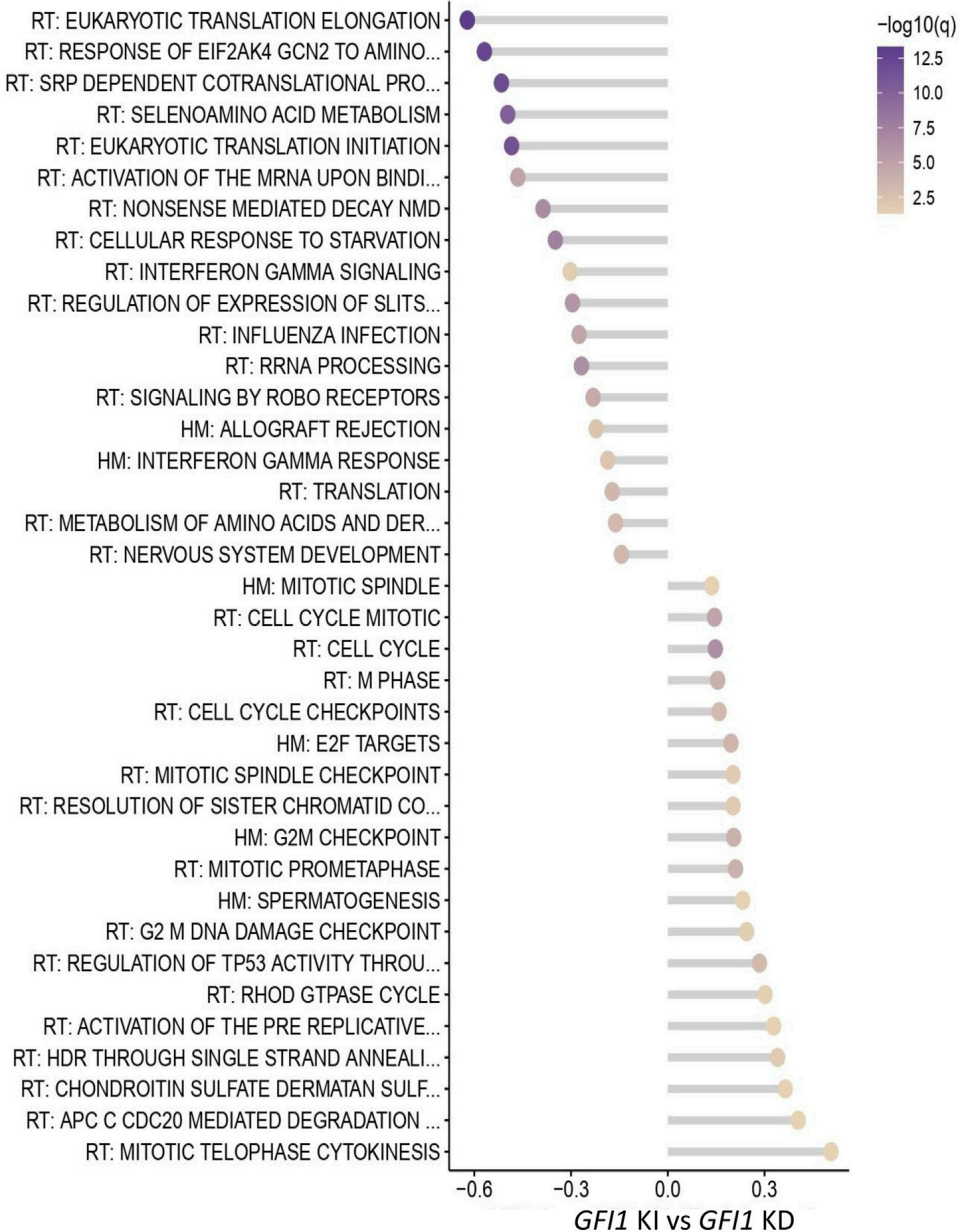
RNA-seq data indicate differential regulation of cell-cycle-related pathways in *GFI1*-KD HSCs. Pathway analysis from the RNA-seq data shows significantly altered pathways in *GFI1*-KD HSCs in comparison with *GFI1*-KI HSCs.

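Sets of translation were higher in GFI1-KD than in GFI1-KI HSCs, and some sets of mitosis were lower. Of 20 mouse Reactome sets that carry the names of the pathways plotted in Figure 5 or stated in the text, camera called 5 higher and 5 lower in GFI1-KD at an adjusted p of 0.05, and with an estimated correlation none passed (lowest adjusted p = 0.436, which is that of each of these 10 sets). Figure 5 shows sets that the authors found altered in these same data, so that adjustment over the 20 sets is no independent test. For 18 of the 19 sets of the figure that were compared, the rank enrichment score of GFI1-KD minus GFI1-KI had the opposite sign to the figure's value, read by eye (Pearson r = −0.914). The figure may plot GFI1-KI minus GFI1-KD, or the labels of these genotypes may be exchanged. Adjusted over all 641 Reactome sets of 15 to 500 measured genes, the camera p was 0.426 for mitotic prometaphase and 0.141 for chondroitin sulfate and dermatan sulfate metabolism. For eukaryotic translation elongation it was 6.85e-04. Eukaryotic translation elongation had 88 of 96 members higher in GFI1-KD, with a median log2 fold change of 0.27 and a rank enrichment score of 0.645, computed as in mitch from the order of all genes (camera adjusted p = 6.41e-05). Mitotic telophase and cytokinesis had 12 of 14 members lower, with a median of −0.63 and a score of −0.496 (camera adjusted p = 0.0126). Mitotic prometaphase (62 of 99 lower, score −0.221, camera adjusted p = 0.0398), resolution of sister chromatid cohesion (57 of 91 lower, score −0.206, camera adjusted p = 0.0419) and activation of the pre-replicative complex (22 of 29 lower, score −0.286, camera adjusted p = 0.0419) were also lower. The fifth set that was lower was chondroitin sulfate and dermatan sulfate metabolism (19 of 31 lower, score −0.244, camera adjusted p = 0.0126). The sets of the whole cell cycle (268 of 455 lower, score −0.115, camera adjusted p = 0.13), of G2/M checkpoints (37 of 53 lower, score −0.209, camera adjusted p = 0.0933) and of the G2/M DNA damage checkpoint (13 of 18 lower, score −0.216, camera adjusted p = 0.436) did not pass by camera. Nor did those of the mitotic cell cycle (227 of 388 lower, camera adjusted p = 0.13), M phase (130 of 226 lower, camera adjusted p = 0.152), the mitotic spindle checkpoint (13 of 18 lower, camera adjusted p = 0.0696) and cell cycle checkpoints (70 of 124 lower, camera adjusted p = 0.256). APC/C:Cdc20 mediated degradation of mitotic proteins had 37 of 69 members higher, with a score of 0.0388 (camera adjusted p = 0.631). By the test of the rank score, 5 sets were higher and 10 lower, as those of the cell cycle (adjusted p = 9.57e-05), the mitotic cell cycle (adjusted p = 1.17e-04), M phase (adjusted p = 0.00913), the mitotic spindle checkpoint (adjusted p = 0.0394) and G2/M checkpoints (adjusted p = 0.013) also passed. That test takes genes as independent, which camera does not. Over all 641 Reactome sets of 15 to 500 measured genes, 18 were higher and 0 lower by camera in GFI1-KD, and 0 passed with an estimated correlation (lowest adjusted p = 0.999).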

## 4 Discussion

GFI1 influences the prognosis of AML, CML and MPN patients in a dose-dependent manner, and reduced levels of *GFI1* accelerated disease development in murine models of human leukemia (Kok et al., 2013; Hönes et al., 2016; Volpe et al., 2017; Vadnais et al., 2018). AML, CML and MPN arise as a result of the transformation of HSCs or early hematopoietic progenitors that still possess some degree of stem cell capacity (Goardon et al., 2011). It has been described that complete loss of Gfi1 leads to an impaired function of HSCs (Hock et al., 2003; Zeng et al., 2004) and an increase in LSK frequency, possibly due to increased proliferation (Hock et al., 2003; Khandanpour et al., 2011). It has also been previously postulated that *Gfi1*-KO cells fail to compete with *Gfi1*-WT cells in a competitive setting, demonstrated by a lack of reconstitution capacity of the myeloid and lymphoid compartments in the PB (Zeng et al., 2004). The question arising from these results is whether the lack of mature cells in a competitive transplantation setting is a) due to a failure of *Gfi1*-KO HSCs to engraft, b) due to a lack of survival of *Gfi1*-KO HSCs in competition with *Gfi1*-WT HSCs or c) due to a loss of *Gfi1*-KO HSC capacity to contribute to PB cell production. We were hence interested to determine whether reduced levels of GFI1 or loss of Gfi1 influence a) the number of HSCs and b) their ability to engraft and reconstitute the PB and BM of recipient mice in a competitive transplantation setting.

We expand our knowledge about the distinct role of GFI1 in various cellular populations by showing that reduced levels of *GFI1* and loss of *Gfi1* lead to the significant expansion of LSK cells, but to a highly significant reduction of HSCs. On a functional level, reduced expression or loss of *GFI1* expression did not dramatically impede the ability of *GFI1*-KD or *Gfi1*-KO HSCs to engraft or to expand after transplantation (up to 80% of HSCs were of *GFI1*-KD origin and up to 60% of HSCs were of *Gfi1*-KO origin). Yet, loss of *GFI1* negatively influenced the maturation of HSCs into the lymphoid and myeloid lineages when Gfi1 was absent but enhanced the ability to give rise to progenitor cells and mature cells if *GFI1* level were reduced. Lymphoid cells are generally long-lived, if they were generated from the transplanted HSCs early after transplantation, these cells would still be detectable at later time points, even though HSCs do not self-renew and differentiate anymore. Our data are in line with other reports highlighting the role of Gfi1 in lineage choice, similar to that of other transcription factors such as IRF8 and PU.1 (Spooner et al., 2009; Olsson et al., 2016). We thus hypothesized that knockdown and loss of GFI1 might regulate the choice of symmetric and asymmetric division of HSCs which could explain the leukemia-propagating function of reduced GFI1 levels in CML and AML (Hönes et al., 2016). The differential effect on the self-renewal and differentiation status in the *in-vivo* environment is further evidenced by upregulated cell-cycle related pathways in *GFI1*-KD HSCs while the opposite effect in *Gfi1*-KO HSCs.

However, further work is required to dissect this and get a deeper insight into which of the different epigenetic and gene-expression changes are induced by different *GFI1* levels and how this influences the function of HSCs. Nevertheless, our work lays the foundation to dissect this in more detail in future studies.

In conclusion, HSCs with reduced expression of GFI1 could self-renewal and reconstitute, but HSCs with a complete loss of GFI1 only have the self-renew but lose reconstitution ability.

## Data Availability

The original contributions presented in the study are included in the article/Supplementary Material, further inquiries can be directed to the corresponding author.

## Supplementary material

SUPPLEMENTARY FIGURE S1 Schematic representation of the gating strategy of LSKs, HSCs and progenitor populations for FACS analysis. The total bonemarrow cells were gated for the live cell population, followed by selecting the lineage-depleted population and further gating to Sca1+, c-Kit+ (L-S+K+), and Sca1-, c-Kit+ (L-S-K+). The L-S+K+ population is further gated to CD150+ and CD48- for HSCs. While, the L-S-K+ population is gated to CD34 and CD16/32 for CMPs, GMPs, and MEPs.

SUPPLEMENTARY FIGURE S2 HSCs, LSKs and progenitor cells distribution in GFI1-KD and Gfi1-KO mice compared to GFI1-WT mice. **(A, B)**. Reduced levels of GFI1 (GFI1-KD) and loss of Gfi1 (Gfi1-KO) led to an increase in the percentage of LSK (Lin-Sca1+c-Kit+) and HSCs compared to GFI1 WT (+/+, +/KI, KI/KI) in the total BM cells (n ≥ 3; Avg ± SEM; **p* = 0.0465; ***p* ≤ 0.0066). **(C, D)**. The change in the percentage of LSKs and HSCs is not affected by age. The GFI1-KD and GFI1-KO mice have more LSKs and fewer HSCs percentages compared to GFI1-WT in both the young and old mice. (n = 3; Avg ± SEM; **p* ≤ 0.0493; ***p* = 0.0017). **(E, F)**. GFI1-KD and Gfi1-KO mice have more GMPs compared to GFI1-WT mice, while no change in the level of CMPs and MEPs (n ≥ 3; Avg ± SEM; **p* = 0.0113; ***p* ≤ 0.0039).

SUPPLEMENTARY FIGURE S3 The cell cycle status and apoptosis rate in different progenitor fractions in GFI1-KD and Gfi1-KO mice compared to GFI1-WT mice. **(A-C)**. Reduced levels of GFI1 (GFI1-KD) and loss of Gfi1 (Gfi1-KO) led to a significant reduction in the number of cells in the G0 phase while an increase in the G1 phase in CMPs, GMPs, and MEPs fractions of whole bonemarrow analysis (n ≥ 3; Avg ± SEM; **p* ≤ 0.0427; ***p* = 0.0050). **(D)**. Low level (GFI1-KD) or loss of GFI1 (Gfi1-KO) leads to an increased rate of apoptosis (Annexin positive) in CMPs, GMPs and MEPs fraction compared to GFI1-KI mice (n = 3; Avg ± SEM; **p* = 0.0176; ** = 0.0020).

SUPPLEMENTARY FIGURE S4 GFI1-KD HSCs contribute to progenitor cell development in the competitive transplantation assay with Gfi1-WT HSCs. Mature cells such as cytotoxic T cells (CD8+), T-helper cells (CD4+), erythroid lineage (Ter119+), B-cells (B220+) and the total BM cells were derived from GFI1-KD HSCs expressing CD45.2 receptor upon co-transplanting with Gfi1-WT HSCs expressing CD45.1 receptors into both CD45.2 **(A)** and CD45.1 **(B)** recipient mice. The Y-axis represents the percentage of the particular cell population expressing the receptors CD45.1 or CD45.2.

SUPPLEMENTARY FIGURE S5 Gfi1-WT HSCs contribute to progenitor cell development in the competitive transplantation assay with GFI1-KO HSCs. Mature cells such as cytotoxic T cells (CD8+), T-helper cells (CD4+), erythroid lineage (Ter119+), B-cells (B220+) and the total BM cells were derived from Gfi1-WT HSCs expressing CD45.1 receptor upon co-transplanting with Gfi1-KO HSCs expressing CD45.2 receptors into both CD45.2 **(A)** and CD45.1 **(B)** recipient mice. The Y-axis represents the percentage of the particular cell population expressing the receptors CD45.1 or CD45.2 in the peripheral blood.

SUPPLEMENTARY FIGURE S6 Peripheral blood analysis of secondary transplantation. **(A)**. Schematic presentation of the secondary transplantation of the total bone marrow cells from the primary co-transplanted mice into lethally irradiated CD45.1 recipient mice, followed by peripheral blood analysis at 4 and 8 weeks after transplantation. **(B)**. Peripheral blood analysis displays, BM cells from the GFI1-KD (CD45.2) mice contribute to mature blood cells after 4 and 8 weeks of secondary transplantation in GFI1 WT/KD setup (n = 3; Avg ± SEM; ***p* ≤ 0.0083; ***≤0.0005; ****≤ 0.0001). **(C)**. Peripheral blood analysis displays, BM cells from the Gfi1-WT (CD45.1) mice contribute to mature blood cells after 4 and 8 weeks of secondary transplantation in GFI1 WT/KO setup (n = 3; Avg ± SEM; **p* = 0.0196; **≤0.0083; ****≤0.0001).

SUPPLEMENTARY FIGURE S7 The volcano plots indicating the gene expression signature measured by RNA-seq analysis. RNA-seq analysis from the HSCs of GFI1-KI, Gfi1-WT, GFI1-KD and Gfi1-KO mice indicates the differentially expressed genes in GFI1-KD **(A)** and Gfi1-KO **(B)** mice compared to GFI1-KI and Gfi1-WT mice, respectively.

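No single gene passed the adjustment in edgeR or limma-trend between Gfi1-KO and Gfi1-WT HSCs, and the genes with the lowest p in edgeR are given here. Car2, which encodes a carbonic anhydrase, was at 1380 ± 348 CPM (SD, n = 3) in Gfi1-KO and 3670 ± 1480 (SD, n = 3) in Gfi1-WT (ENSMUSG00000027562, chromosome 3 of GRCm38, 14886273 to 14900770). Nfia, a transcription factor gene, was at 23.2 ± 3.72 and 168 ± 113 CPM (SD, n = 3 each), Ccnd2, which encodes cyclin D2, at 350 ± 236 and 981 ± 42.1 CPM (SD, n = 3 each), and Xrcc5 of the Ku complex of DNA end joining at 38.3 ± 28 and 185 ± 16.8 CPM (SD, n = 3 each). Higher in Gfi1-KO were Gmfg, at 720 ± 172 CPM (SD, n = 3) against 367 ± 29.9 (SD, n = 3), and Heatr1, with a role in ribosome synthesis, at 260 ± 128 against 26.2 ± 4.85 CPM (SD, n = 3 each). Serpinb1a, which encodes an inhibitor of granulocyte proteases, was at 328 ± 70.7 against 114 ± 21.1 CPM (SD, n = 3 each), and Nkg7, a cytotoxic granule gene, at 647 ± 325 against 233 ± 95.1 CPM (SD, n = 3 each). Tspo, a mitochondrial membrane protein gene, had a log2 fold change of 1.23 (standard error 0.34). Apart from Nkg7, each of these genes had all Gfi1-KO libraries on 1 side of all Gfi1-WT libraries. They were picked by low p, which favours such genes, and 8.95% of all genes tested had no overlap between these groups (10% by chance). The log2 fold changes of Car2 and Gmfg in Gfi1-KO were −1.41 (standard error 0.28) and 0.97 (standard error 0.23). Gm49177 was listed at 0 in all Gfi1-KO libraries and at 0.419 ± 0.574 CPM (SD, n = 3) in Gfi1-WT. Each of these genes had an adjusted p of 1 from edgeR. Car2 and Gmfg were the only genes with an unadjusted p under 0.01 in both Gfi1-KO and GFI1-KD HSCs. Each went in the same direction in both, and Car2 had a log2 fold change of −0.88 in GFI1-KD. If the comparisons were independent, 0.0707 genes would be shared by chance in either direction. They come from the same fit, with 1 estimate of spread per gene, so that this number cannot show whether the overlap exceeds chance. At an unadjusted p under 0.05, 19 genes were shared in the same direction and 20 in opposite directions, with 10.2 in either direction expected of independent comparisons. The excess at that threshold thus had no common direction.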

SUPPLEMENTARY FIGURE S8 RNA-seq data indicate differential regulation of cell-cycle-related pathways in Gfi1-KO HSCs. Pathway analysis from the RNA-seq data shows significantly altered pathways in Gfi1-KO HSCs in comparison with Gfi1-WT HSCs.

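In Gfi1-KO HSCs, genes of ribosomal proteins and of oxidative phosphorylation were higher than in Gfi1-WT HSCs, genes of long-term HSCs were lower, and genes of multipotent progenitors (MPPs) and monocytes were higher. Of 82 ribosomal protein genes, 70 were higher, with a median log2 fold change of 0.25 (camera adjusted p = 1.62e-05; adjusted p = 0.718 with an estimated correlation), as for Rpl35, at 2230 ± 345 CPM (SD, n = 3) in Gfi1-KO and 1450 ± 162 (SD, n = 3) in Gfi1-WT, and for Rpl13a, with a log2 fold change of 0.61. Of 75 genes of oxidative phosphorylation, 62 were higher, with a median of 0.34 (camera adjusted p = 1.62e-05; adjusted p = 0.634 with an estimated correlation). Among them, Cox6c of the cytochrome c oxidase was at 313 ± 71 and 185 ± 34.6 CPM (SD, n = 3 each), and Uqcrq and Ndufv2 had log2 fold changes of 1.03 and 0.55. Genes of mitochondrial ribosomal proteins were higher in 51 of 77 cases, with a median of 0.19 (camera adjusted p = 0.023; adjusted p = 0.634 with an estimated correlation), with log2 fold changes of 1.46 for Mrpl32, 0.68 for Mrps18c and 0.59 for Mrpl36. The ribosomal and oxidative phosphorylation calls were lost without Gfi1-WT replicate 1 (medians 0.13 and 0.25, adjusted p = 0.345 and 0.133), and the mitochondrial ribosomal call without that library (adjusted p = 0.523), without Gfi1-KO replicate 2 or 3 (adjusted p = 0.19 and 0.215), with GFI1-KI as the control (adjusted p = 0.34) or in the fit of 2 genotypes (adjusted p = 0.0545).
Of 42 HSC genes, 34 were lower, with a median log2 fold change of −0.49 (camera adjusted p = 2.11e-04; adjusted p = 0.634 with an estimated correlation). Neo1, a receptor gene of long-term HSCs, was at 0.0198 ± 0.0342 CPM (SD, n = 3) in Gfi1-KO and 40.4 ± 36.4 (SD, n = 3) in Gfi1-WT, and the chemokine receptor gene Cxcr4 at 0.0755 ± 0.0848 and 5.81 ± 9.86 CPM (SD, n = 3 each). MPP genes were higher in 17 of 19 cases, with a median of 1.73 (camera adjusted p = 0.00114; adjusted p = 0.634 with an estimated correlation). In Gfi1-KO replicate 2, Cd34 was at 1620 CPM against 397 and 94 in the other Gfi1-KO libraries, and Ighm was above 0 in that library alone (395 ± 684 CPM in Gfi1-KO, SD, n = 3, and 0 in all Gfi1-WT libraries). Mn1 was listed at 0 in all Gfi1-KO libraries and at 32.5 ± 18.4 CPM (SD, n = 3) in Gfi1-WT. Monocyte genes were higher in 13 of 17 cases, with a median of 1.71 (camera adjusted p = 7.88e-04; adjusted p = 0.634 with an estimated correlation). Fcer1g, a subunit of Fc receptors, was at 79.2 ± 63.9 and 24.2 ± 12.7 CPM (SD, n = 3 each), and Mpeg1 and Tyrobp, at 13.5 ± 19.5 and 16.6 ± 26.5 CPM (SD, n = 3) in Gfi1-KO, were listed at 0 in all Gfi1-WT libraries. Without Gfi1-KO replicate 2 the calls for HSC, MPP and monocyte genes were lost (medians −0.17, 0.27 and 0.36, adjusted p = 0.473, 0.64 and 0.149). No list member passed an adjusted p of 0.05 in edgeR over all genes, and none of these 6 lists had one when adjusted over the list alone.
The MPP call was also lost without Gfi1-WT replicate 3 (adjusted p = 0.0716), with GFI1-KI as the control (adjusted p = 0.354) and in the fit of 2 genotypes (adjusted p = 0.0545). The monocyte call was lost in that fit (median 1.29, adjusted p = 0.074) and with the filter of sleuth on low counts (median 0.299, adjusted p = 0.139). Over all 641 Reactome sets, 66 were higher and 4 lower by camera in Gfi1-KO, and 0 passed with an estimated correlation (lowest adjusted p = 0.39). Respiratory electron transport with ATP synthesis was among the higher sets (median 0.34, camera adjusted p = 3.13e-04), and the olfactory signaling pathway among the lower ones (median −0.84, camera adjusted p = 1.55e-04).

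**Figure D3:**
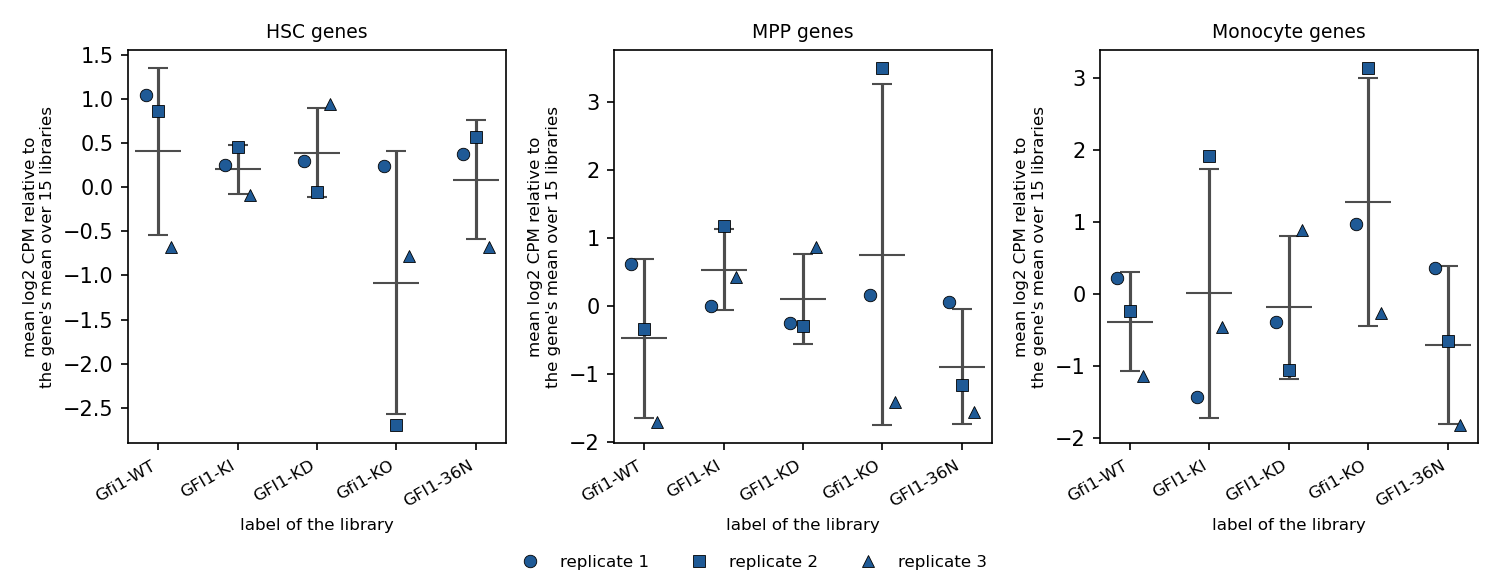
Mean log2 CPM of HSC, MPP and monocyte genes in each library, relative to each gene's mean over the 15 libraries. Points are libraries and bars the mean ± SD (n = 3). Gfi1-KO replicate 2 lies at −2.7 for HSC genes, 3.5 for MPP genes and 3.14 for monocyte genes.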

# Supplementary material for: Dose-dependent effect of GFI1 expression in the reconstitution and the differentiation capacity of HSCs
**Source:** Front Cell Dev Biol. 2023 Apr 5;11:866847. doi: 10.3389/fcell.2023.866847
**Supplement:** Supplementary file 5

Supplementary Table 1:

| **Peripheral blood and bone marrow analysis** | | | |
| --- | --- | --- | --- |
| **Staining For** | **Surface Marker** | **Fluorochrome** | **Catalog No** |
| Granulocytes | Gr-1 | FITC | 108405 (Biolegend) |
| Monocytes | CD11b | APC | 101211 (Biolegend) |
| Erythrocytes | Ter119 | APC | 116211 (Biolegend) |
| B Cells | B220 | FITC | 103205 (Biolegend) |
| Cytotoxic T-cells | CD8a | APC | 100711 (Biolegend) |
| Helper T-cells | CD4 | FITC | 100405 (Biolegend) |
| CD45.1 | CD45.1 | PerCP-Cy5.5 | 110727 (Biolegend) |
| CD45.1 | CD45.2 | PE | 109808 (Biolegend) |
|  | | | |
| **LSKs and HSCs** | | | |
| Lineage negative-Streptavidin | | BV605 | 405229 (Biolegend) |
| Sca1 | | APC-Cy7 | 108125 (Biolegend) |
| C-Kit | | BV421 | 105827 (Biolegend) |
| CD150 (SLAM) | | PE | 115904 (Biolegend) |
| CD48 | | APC | 103411 (Biolegend) |
| CD45.1 | | PerCP-Cy5.5 | 110727 (Biolegend) |
| CD45.2 | | FITC | 109805 (Biolegend) |
|  | | | |
| **CMPs, GMPs and MEPs** | | | |
| Lineage negative-Streptavidin | | BV605 | 405229 (Biolegend) |
| Sca1 | | APC-Cy7 | 108125 (Biolegend) |
| C-Kit | | BV421 | 105827 (Biolegend) |
| CD16/32 | | PE | 156606 (Biolegend) |
| CD34 | | APC | 128612 (Biolegend) |
| CD45.1 | | PerCP-Cy5.5 | 110727 (Biolegend) |
| CD45.2 | | FITC | 109805 (Biolegend) |

How the deposited data were processed for this re-analysis (not part of the article)

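HSCs of 5 genotypes were profiled by bulk RNA-seq, with 3 libraries labelled for each of Gfi1-WT, GFI1-KI, GFI1-KD, Gfi1-KO and GFI1-36N. The authors quantified single-end reads with Salmon 1.9.0 on the mouse cDNA set of GRCm38 (Ensembl release 102), with a k-mer of 31, 30 bootstraps and corrections for GC, sequence and positional bias, and mapped transcripts to gene symbols with annotables. The values deposited by the authors are estimated counts, made from TPM scaled by transcript length and library size, not whole and not normalized between libraries, for 35533 gene symbols and 117135 transcripts. Columns were matched to labels by their number (15 of 15). The match is stated in no text, so that each genotype is the label of a library.

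Values were rounded to whole counts and analysed in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr with a minimum count of 10 and a minimum total of 15, quasi-likelihood F test, 10 residual degrees of freedom), with all 15 libraries in 1 fit and 13358 genes tested. Libraries held 16.22 to 20.64 M estimated counts, the common dispersion was 1.94 and the median standard error of a log2 fold change 1.62. Comparisons were GFI1-KD minus GFI1-KI, Gfi1-KO minus Gfi1-WT, GFI1-KI minus Gfi1-WT, GFI1-36N minus GFI1-KI, and the difference of the first and the second. P values were adjusted by Benjamini-Hochberg, with a threshold of 0.05. CPM were computed with TMM factors, and log2 CPM with a prior count of 2. Gene coordinates are those of GENCODE M21 on GRCm38.

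Lists of at least 5 tested members were compared by camera of limma 3.58.1 at a preset correlation of 0.01, at an estimated correlation, by fry, and by a rank enrichment score as in mitch (adjusted p under 0.05 and a score above 0.1 in size). The test of the rank score takes genes as independent, whereas camera allows for correlation between them. Of 32 lists 31 were tested: S phase, G2/M phase, DNA damage checkpoint, pre-replicative complex, mitosis and cytokinesis, cell cycle inhibitors, ribosomal proteins, translation factors, mitochondrial ribosomal proteins, oxidative phosphorylation, interferon, MHC, p53 targets, apoptosis, GFI1 targets, GFI1 cofactors, HSC, MPP, granulocyte, monocyte, B cell, T and NK cell, erythroid, megakaryocyte, mast cell and basophil, stroma and endothelium, stress, mitochondrially encoded genes, neighbours of Gfi1, strain, and gate. The sex list had too few tested members. Of 1083 symbols in the lists, 1078 were found. Mouse Reactome sets came with fgsea 1.28.0: 641 sets of 15 to 500 measured genes, and 20 sets named in the paper's text or Figure 5.

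Genes named in the text were Gfi1, Irf8, Spi1 and the genes of the gate, up to 10 genes with the lowest p per direction among those past the adjusted threshold with no overlap between groups or, as none passed, the 5 with the lowest p per direction, and the 3 members with the lowest p of each list described. For Gfi1 an exact permutation test was used. Genes named outside this rule were chosen after their values were seen. For 3 genes that the rule selects, the single-gene results are not reported here.

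Alternatives were the fit of only the genotypes compared, replicate number as a block, leaving out each replicate, no filter or the filter of sleuth (at least 5 counts in 47% of libraries), DESeq2 1.42.0, limma-trend on log2(CPM + 1), upper-quartile and median-ratio normalization, the other control genotype, the other set tests, and for Gfi1 the transcript values. An alternative that leaves out the 2 libraries farthest from the rest together was added after seeing the data. A change of pseudocount was not run, since the values are counts.

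On data simulated with the dispersion of these libraries (12858 genes tested), edgeR called 2%, 0%, 8% and 16% of genes changed by 1, 2, 3 and 4 on the log2 scale, and 0 of 12613 unchanged genes. Limma-trend called 4%, 2%, 8% and 18% and 1 unchanged gene, and DESeq2 8%, 18%, 20% and 44% and 251 unchanged genes. With 0.1 of the dispersion, edgeR called 12%, 32%, 66% and 80%. A simulated shift of −1 in 53 G2/M genes gave a camera adjusted p of 0.00843, one of 0.118 at the estimated correlation, and 0 of 30 other lists were called. Genes were drawn independently of each other in the simulation. It therefore cannot show how often camera at the preset correlation calls a list of correlated genes by chance.

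No pair of the 105 pairs of libraries had identical values, with a highest Spearman correlation of 0.89. Replicate numbers were not treated as pairs, as 1 of 30 same-numbered pairs of libraries correlated above 0.1. Raw reads were not analysed here.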

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

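The tests of exchanged labels, of the direction of Figure 5, of the number of genes detected, of GFI1-KD replicate 1, of Gfi1-KO replicate 2 and of the loss of Gfi1 in all Gfi1-KO libraries were chosen only after the result was seen.

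A difference between groups drew attention to 9 lists, whose effect in GFI1-KD (against GFI1-KI) differed from that in Gfi1-KO (against Gfi1-WT) by camera of limma. The difference was negative for G2/M genes (median −0.69, adjusted p = 5.64e-04), mitosis and cytokinesis (−0.81, adjusted p = 0.00718), the pre-replicative complex (−0.45, adjusted p = 0.00899), the DNA damage checkpoint (−0.38, adjusted p = 0.0364), mitochondrial ribosomal proteins (−0.30, adjusted p = 0.0189), oxidative phosphorylation (−0.26, adjusted p = 0.0249), MPP genes (−1.92, adjusted p = 0.0189) and monocyte genes (−2.52, adjusted p = 0.00998), and positive for HSC genes (0.85, adjusted p = 5.64e-04). At an estimated correlation 0 lists passed (lowest adjusted p = 0.395), and by fry 0 (lowest adjusted p = 0.737). Without Gfi1-KO replicate 2, 4 lists passed, and the differences of HSC and monocyte genes did not (0.56, adjusted p = 0.114 and −0.77, adjusted p = 0.177). The monocyte difference was also lost without GFI1-KI replicate 2 (adjusted p = 0.054) and in the fit of 4 genotypes (adjusted p = 0.0528). That of oxidative phosphorylation was lost without GFI1-KD replicate 3 (adjusted p = 0.361), GFI1-KI replicate 1 (0.408), Gfi1-KO replicate 2 (0.114), Gfi1-KO replicate 3 (0.308) or Gfi1-WT replicate 1 (0.492). Over 100 splits of the labels, 12 gave as many lists as the real 9, so that chance is not excluded (highest other split 15).

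A signal in lists of genes that the paper does not discuss was seen in Gfi1-KO against Gfi1-WT HSCs by camera of limma: ribosomal proteins (median 0.25, adjusted p = 1.62e-05), mitochondrial ribosomal proteins (0.19, adjusted p = 0.023), oxidative phosphorylation (0.34, adjusted p = 1.62e-05), HSC genes (−0.49, adjusted p = 2.11e-04), MPP genes (1.73, adjusted p = 0.00114) and monocyte genes (1.71, adjusted p = 7.88e-04). At an estimated correlation none passed (lowest adjusted p = 0.634). The medians of MPP and monocyte genes, each with 3 members at 0 in a group, were unchanged when these members were set to a floor of 3 counts over the group. Without Gfi1-KO replicate 2, 2 lists passed in this comparison, and without Gfi1-WT replicate 1, 3 lists, those of ribosomal proteins, oxidative phosphorylation and mitochondrial ribosomal proteins being lost (adjusted p = 0.345, 0.133 and 0.523). The mitochondrial ribosomal call was also lost without Gfi1-KO replicate 2 or 3 (adjusted p = 0.19 and 0.215). Without Gfi1-KO replicate 1 or 3, 10 lists passed. In GFI1-36N, a genotype on which the paper's text does not report, G2/M genes were lower than in GFI1-KI (median −0.76, 44 of 54 lower, adjusted p = 2.89e-04) and ribosomal protein genes higher (0.26, 72 of 82 higher, adjusted p = 6.47e-07), both at an adjusted p of 0.858 with an estimated correlation. In GFI1-KI against Gfi1-WT, a comparison of expression that the paper's text does not report, G2/M genes were higher (0.34, 43 of 54 higher, adjusted p = 0.0419) and interferon genes lower (−0.43, 38 of 54 lower, adjusted p = 0.0419), both at 0.949 with an estimated correlation.

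Against the labels, Gfi1 was lower in Gfi1-WT than in Gfi1-KO in 6 of 9 pairs of libraries, which leaves exchanged labels of these genotypes open. Loss of a low-level gene at random from small RNA samples may explain the low values in Gfi1-WT, since 10.9% of 1380 genes of a similar level had a Gfi1-WT mean as low. That test does not cover the 105.5 and 54.47 estimated counts in Gfi1-KO replicates 1 and 2, whose source was not tested. In the direction of the monocytosis and the higher cycling of HSCs (Figure 2) that the paper gives for loss of Gfi1, monocyte genes (median 1.71, but 0.36 without Gfi1-KO replicate 2) and G2/M genes (median 0.23, camera adjusted p = 0.138, limma) were higher in the libraries labelled Gfi1-KO. The control in Figure 2 is GFI1-KI. Against GFI1-KI the G2/M median was 0.00308 and the camera test ran downward (adjusted p = 0.791, limma), so that the G2/M genes do not bear on the labels. Over 19 sets of Figure 5, the scores of GFI1-KD minus GFI1-KI had a Pearson r of −0.914 with the figure's values read by eye, and 0.4% of 1000 random trios of libraries gave an r as large in size. This may mean that the figure plots GFI1-KI minus GFI1-KD or that the labels of these genotypes are exchanged. In Figure 2 the paper reports more cycling and more colonies of GFI1-KD HSCs, whereas G2/M genes were lower in the libraries labelled GFI1-KD (median −0.39), and since that is another kind of measurement both readings stay open.

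For G2/M genes lower and ribosomal protein genes higher in GFI1-KD than in GFI1-KI, calls that are lost with an estimated correlation (adjusted p = 0.854 and 0.956), the tables argue against GFI1-KD replicate 1 alone as the cause of the G2/M shift, whose median without it was −0.618 (camera adjusted p = 2.5e-04, limma). For ribosomal protein genes the median fell to 0.149 without that library and the call was lost (adjusted p = 0.369), so that this library cannot be told apart from the genotype. With the number of genes detected per library as a covariate, 82.6% of the G2/M difference was left (46% to 154% without 1 library) and 88.9% of the ribosomal one (67.4% to 130%), which leaves this explanation open. Without GFI1-KI replicate 3 neither list was called (adjusted p = 0.0906 and 0.0888), nor were G2/M genes without GFI1-KD replicate 3 (adjusted p = 0.431) or with Gfi1-WT as the control (median −0.080, adjusted p = 0.744) or ribosomal protein genes without GFI1-KI replicate 2 (adjusted p = 0.204). A lower level of GFI1 stays open as a biological explanation that was not tested.

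For HSC genes lower and MPP and monocyte genes higher in Gfi1-KO, 0 of the 3 lists passed without Gfi1-KO replicate 2, so that cells outside the CD150+ CD48- gate in that library may explain the calls, and the MPP call was also lost without Gfi1-WT replicate 3 (adjusted p = 0.0716). In Gfi1-KO replicate 2, Cd48 was at 502 CPM (median of the other libraries 5.27, highest 46.1), Mpo at 2380 (highest other 839) and Slamf1 at 1.29 (lowest other 9.58), although the sort would remove CD48-positive cells. Of the list members tested, 34 of 42 HSC, 9 of 19 MPP and 9 of 17 monocyte genes were above 0 in all Gfi1-WT libraries, and 12, 6 and 6 are also in another list. Loss of Gfi1 in all libraries of the genotype was not decided, as 2 of 6 scores of the other Gfi1-KO libraries lay beyond the range of Gfi1-WT (HSC genes in replicate 3 and monocyte genes in replicate 1).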

How the results depend on the processing

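Leaving out GFI1-KD replicate 1 and GFI1-36N replicate 3 together was chosen only after the data were seen, and the other alternatives before the data were examined. Counts of genes, lists and sets stayed within 1.5 times the reported count in 166 cases and moved in 70, single lists kept direction and side of the threshold in 276 cases, lost it in 91, gained it in 14 and reversed in 3, and single genes did so in 1336 cases, gained it in 36 and reversed in 31. Unless an alternative itself holds fewer libraries or another control, the cause was not tested.

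At an estimated correlation in camera, 0 lists passed in all 5 comparisons and 0 Reactome sets in GFI1-KD, Gfi1-KO and GFI1-36N, and by fry 0 lists passed in all 5. By the rank enrichment score, 8 lists passed in GFI1-KD and 7 in GFI1-36N, and 134 Reactome sets in Gfi1-KO and 57 for the difference of effects. DESeq2 called 175, 172, 120 and 316 genes past the adjusted threshold in GFI1-KD, Gfi1-KO, GFI1-KI and GFI1-36N, and 320, 351, 222 and 543 at an unadjusted p under 0.01. Limma-trend on log2(CPM + 1) gave 72, 90, 52 and 156 at that threshold, and 2 genotypes only gave 59, 56 and 34 in GFI1-KD, Gfi1-KO and GFI1-KI and 1 gene past the adjusted threshold in GFI1-36N. With the replicate block, 58 genes passed p 0.01 in GFI1-36N and 0 lists in GFI1-KI. With Gfi1-WT as the control group of GFI1-KD, 1 list and 17 genes passed.

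Without 1 library in turn, genes at an unadjusted p under 0.01 ranged from 13 (without GFI1-KI replicate 3) to 43 (without GFI1-KD replicate 3) in GFI1-KD, 20 (Gfi1-WT replicate 2) to 103 (Gfi1-KO replicate 1) in Gfi1-KO, 7 (GFI1-KI replicate 1 or Gfi1-WT replicate 2) to 38 (GFI1-KI replicate 2) in GFI1-KI, 55 (GFI1-KI replicate 3) to 158 (GFI1-36N replicate 1) in GFI1-36N and 21 (Gfi1-WT replicate 2) to 83 (Gfi1-KO replicate 1) for the difference. Lists called ranged from 0 to 5, 2 to 10, 0 to 2, 2 to 5 and 4 to 13, in the same order, with the lowest without GFI1-KI replicate 3, Gfi1-KO replicate 2, GFI1-KI replicate 2 or Gfi1-WT replicate 2, GFI1-36N replicate 1 or GFI1-KI replicate 2, and Gfi1-KO replicate 2. Genes past the adjusted threshold ranged from 0 to 1 in Gfi1-KO and for the difference of effects, both 1 without Gfi1-KO replicate 1, and were 0 in the others. Without the 2 far libraries together, 6 lists passed in GFI1-KD, 3 in GFI1-36N and 13 for the difference.

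The G2/M difference of effects was past the threshold in 16 of 16 alternatives with the preset correlation (adjusted p of all alternatives 2.81e-07 to 0.806), and lower G2/M genes in GFI1-KD in 10 of 13 (7.11e-06 to 0.952). GFI1-KD minus Gfi1-KO directly, without the controls, gave a G2/M median of −0.375 (camera adjusted p = 0.0327). With Gfi1-WT as the control group of GFI1-KD, log2 fold changes reversed for Cd48 (0.549), Fcgr2b (−0.179), Hells (0.222), Kit (0.40) and Spi1 (0.0264), and for Gfi1 with limma-trend (−0.115). With GFI1-KI as the control group of Gfi1-KO they reversed for Hells (−0.0905), Il7r (0.141), Ptprc (0.166) and Slamf1 (0.213), and the camera direction, not the sign of the median, turned for the DNA damage checkpoint list (median −0.203) and the G2/M list (median 0.00308). With the replicate block they reversed for Irf8 (−1.11), Itgam (1.75) and Ptprc (0.0409) in Gfi1-KO, and with limma-trend for Ptprc (0.118). Leaving out 1 library gave ranges that cross 0 in GFI1-KD for Fcgr2b (−1.78 to 2.71), Gfi1 (−8.51 to 2.45), Irf8 (−8.55 to 7.22), Itgam (−10.7 to 0.927), Ptprc (−0.0418 to 0.43) and the S phase list (−0.249 to 0.102). In Gfi1-KO such ranges crossed 0 for Fcgr2b (−1.16 to 5.46), Il7r (−1.21 to 1.47), Itgam (−2.63 to 0.188), Kit (−0.268 to 0.304), Ptprc (−0.439 to 0.428), Slamf1 (−1.04 to 0.213), the S phase list (−0.179 to 0.185) and the DNA damage checkpoint list (−0.0843 to 0.204). A change of pseudocount was not run, since the values are counts. Where a comparison was left with 2 libraries of a genotype, the spread was pooled over all genotypes. At the spread of these libraries, edgeR called 16% of simulated genes changed by 4 on the log2 scale.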

Differences from the paper's values

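All values here come from comparisons set before the data were examined, and none was chosen after the result was seen, apart from the reading of Figure 5 as GFI1-KI minus GFI1-KD, which was chosen after its values were compared. The paper's count of differentially expressed genes between GFI1-KI and GFI1-KD HSCs at p under 0.01 is 89, and the count here at that unadjusted threshold was 27 in edgeR. The paper's p values come from the likelihood-ratio test of sleuth, which was not run here. Limma-trend gave 72, which is within 1.5 times the paper's value. The other alternatives (2 genotypes only, DESeq2, Gfi1-WT as the control, both filters, upper-quartile normalization, the replicate block and leaving out each library) gave 13 to 59 or, with DESeq2, 320, and were not. The paper's count for Gfi1-WT and Gfi1-KO HSCs is 95, and the count here was 35. Limma-trend gave 90 and leaving out Gfi1-KO replicate 1 gave 103, both within 1.5 times the paper's value, and the other alternatives gave 20 to 56 or, with DESeq2, 351.

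The paper's methods give mitch on sleuth effect sizes with the sets of msigdf. The scores here come from edgeR statistics and the Reactome sets of fgsea, whose members may differ. The paper's enrichment scores in Figure 5, read by eye, match the scores computed here only as GFI1-KI minus GFI1-KD. On that scale 15 of 19 sets have the figure's sign and lie within 1 jackknife standard error of its value, which is the error meant here, with r = 0.914. With Gfi1-WT as the control 5 sets lie within the error, without GFI1-KD replicate 3 it is 6, without GFI1-KD replicate 2 it is 9, and with the other alternatives 13 to 16. Of the other sets, interferon gamma signaling is at about −0.31 in Figure 5, read by eye, and at −0.0898 here, and no alternative closed the difference (−0.183 to 0.108). Translation is at about −0.17 in Figure 5, read by eye, and at −0.451 here. The difference closed with no filter on low counts (−0.375), with Gfi1-WT as the control (−0.34), without GFI1-KD replicate 1 (−0.299), without GFI1-KI replicate 2 (−0.213) and without GFI1-KI replicate 3 (−0.365), and with no other alternative. Metabolism of amino acids is at about −0.16 in Figure 5, read by eye, and at −0.0175 here, and no alternative closed the difference (−0.0732 to −0.000165). APC/C:Cdc20 mediated degradation of mitotic proteins is at about 0.41 in Figure 5, read by eye, and at −0.0388 here. No alternative closed this difference (−0.15 to 0.0704), although the sign was that of the figure without GFI1-KD replicate 1 and without GFI1-KI replicate 2 (0.0651).

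The paper states that cell cycle, G2/M checkpoint and DNA damage checkpoint pathways were higher in GFI1-KD HSCs. Here the Reactome sets of the cell cycle, of G2/M checkpoints and of the G2/M DNA damage checkpoint had negative scores in GFI1-KD minus GFI1-KI (−0.115, −0.209 and −0.216), and G2/M genes a median of −0.39. The paper states that these pathways were lower in Gfi1-KO HSCs. Here G2/M genes had a median of 0.23 in Gfi1-KO minus Gfi1-WT (adjusted p = 0.138 from camera of limma). The Reactome set of cell cycle checkpoints had one of 0.15 (camera adjusted p = 0.0265 over the 20 named sets, and 0.112 with an estimated correlation), and did not pass over all 641 sets. Medians below 0 were seen for the DNA damage checkpoint list (−0.10) and the Reactome sets of G2/M checkpoints (−0.017) and of the G2/M DNA damage checkpoint (−0.15), although camera ran upward for the list and for G2/M checkpoints. With GFI1-KI as the control of Gfi1-KO, the camera direction of G2/M genes and of the checkpoint list was down, without a call (adjusted p = 0.791 for both, limma).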

Other observations

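The test of genes shared by GFI1-KD and Gfi1-KO was chosen only after the result was seen. In GFI1-36N HSCs, compared to GFI1-KI HSCs, Arhgap19 was at 0.0508 ± 0.0881 CPM (SD, n = 3) against 48.7 ± 2.28 (SD, n = 3), with the lowest p of this comparison (adjusted p = 0.422, edgeR). Fasn, the fatty acid synthase gene, was at 0.814 ± 0.768 against 122 ± 103 CPM (SD, n = 3 each), Rtn4ip1 at 0.0169 ± 0.0294 against 39.1 ± 20, and Cep170 at 0.825 ± 0.675 against 41.9 ± 33. Srbd1 was listed at 0 in all GFI1-36N libraries. Higher were Eif3c (log2 fold change 1.07), Rplp0 (0.86), Prr13 (0.91), Cers4 (2.79) and the Y-linked Eif2s3y, which was listed at 0 in all GFI1-KI libraries (adjusted p = 0.981 for all but Arhgap19, edgeR). The G2/M score of GFI1-36N replicate 3 was −2.92, and without that library G2/M genes stayed lower (median −0.61, adjusted p = 2.19e-04, camera of limma), whereas the ribosomal call was lost (0.16, adjusted p = 0.0814, limma). With all libraries and an estimated correlation, the G2/M call was lost too (adjusted p = 0.858, camera of limma).

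In GFI1-KI HSCs, compared to Gfi1-WT HSCs, the nuclear migration gene Nudc was at 224 ± 85.5 against 77.5 ± 18 CPM (SD, n = 3 each), the proteasome gene Psmb2 at 264 ± 11.7 against 441 ± 69.5, and Npm1, which encodes nucleophosmin, at 1020 ± 157 against 1460 ± 93.5. Rplp0 had a log2 fold change of −0.78 and Gapvd1 one of −2.06. Gm13827 was at 5.77 ± 2.45 against 0.217 ± 0.229 CPM (SD, n = 3 each) and Stard8 at 0.019 ± 0.0329 CPM in Gfi1-WT. Prkar1b and Slc25a15 were listed at 0 in all Gfi1-WT libraries and Pitpnm2 in all GFI1-KI libraries. None passed (adjusted p = 1, edgeR). The G2/M call was lost without GFI1-KI replicate 1, 2 or 3 (adjusted p = 0.0852, 0.0649 and 0.346, limma) and without Gfi1-WT replicate 1 or 2 (0.272 and 0.208), and the interferon call without GFI1-KI replicate 1 or 2 (0.0852 and 0.368) and without Gfi1-WT replicate 1 or 2 (0.0755 and 0.371). GFI1-KD minus GFI1-KI, GFI1-36N minus GFI1-KI and GFI1-KI minus Gfi1-WT share the same 3 GFI1-KI libraries, so that a shift in these appears in all of them, with opposite sign in the last.

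A shared effect of reduced and lost GFI1 was tested by the genes with all 6 GFI1-KD and Gfi1-KO libraries on 1 side of all 6 GFI1-KI and Gfi1-WT libraries. There were 48 such genes (24 higher and 24 lower), among them Gmfg, Car2, Dpy19l4, Nfia and Tspo, chosen after their values were seen, where 28.9 are expected with no effect. Of 200 splits 14 gave as many (median 23, highest 102), so that a shared effect may exist but cannot be told apart from chance.

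Y-linked genes were at 189 and 526 CPM in GFI1-KD replicates 1 and 3 and at 455 and 712 in GFI1-36N replicates 1 and 2, and at 5.84 to 18.2 in the other libraries. Sex thus appears mixed within GFI1-KD and GFI1-36N, with no such library in GFI1-KI, Gfi1-WT or Gfi1-KO. It was not a covariate in the models, so that sex is partly confounded with genotype in the comparisons of GFI1-KD and GFI1-36N.

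Of the lists tested that are not described elsewhere (cell cycle inhibitors, translation factors, MHC, p53 targets, apoptosis, GFI1 targets, GFI1 cofactors, granulocyte, B cell, T and NK cell, erythroid, megakaryocyte, mast cell and basophil, stroma and endothelium, stress, mitochondrially encoded genes, neighbours of Gfi1, strain and gate), none was called by camera. Their camera adjusted p (limma) ran from 0.162 to 0.993 in GFI1-KD, 0.127 to 0.928 in Gfi1-KO, 0.562 to 0.968 in GFI1-KI, 0.152 to 0.906 in GFI1-36N and 0.0816 to 0.826 for the difference of effects. By the rank enrichment score, stress genes passed in GFI1-KD (score −0.342, adjusted p = 0.00747), GFI1-36N (0.278, adjusted p = 0.0486) and the difference of effects (−0.296, adjusted p = 0.0174), and mitochondrially encoded genes in Gfi1-KO (0.44, adjusted p = 0.0236) and the difference (−0.41, adjusted p = 0.0323). MHC genes passed in Gfi1-KO (0.351, adjusted p = 0.0422), erythroid genes in GFI1-36N (−0.32, adjusted p = 0.0498) and granulocyte genes for the difference (−0.352, adjusted p = 0.0469).

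Genes, lists and sets were also counted in the 10 splits of each 6 libraries into 3 and 3, which are too few for a share under 0.05. In GFI1-KD against GFI1-KI, counts as large came from 10 splits for genes past the adjusted threshold in edgeR (real 0, highest other 0), 5 for genes at an unadjusted p under 0.01 (27, 82), 4 for lists (4, 6), 4 for Reactome sets (18, 66) and 7 for DESeq2 (175, 469). In Gfi1-KO against Gfi1-WT they came from 10 (0, 3), 6 (35, 136), 6 (6, 11), 3 (70, 102) and 8 (172, 520) splits, in the same order. In GFI1-KI against Gfi1-WT they came from 10 (0, 0), 9 (13, 57), 5 (2, 5), 10 (0, 28) and 10 (120, 381), and in GFI1-36N against GFI1-KI from 10 (0, 0), 4 (91, 144), 6 (2, 6), 4 (21, 29) and 6 (316, 576). For the difference of effects, counts as large at an unadjusted p under 0.01 came from 98 of 100 splits (42, 306), so that chance is not excluded for that count. For genes past the adjusted threshold in edgeR (0, 4) and for Reactome sets (0, 116) they came from 100 of 100, as they must where the real count is 0, here and in the other comparisons, so that these say nothing about chance. Splits with several times the real count can point to a structure of the samples other than the genotype, but this was not tested, and simulated data without such a structure gave 0.626% of 12613 unchanged genes at an unadjusted p under 0.01 in edgeR and 251 called by DESeq2. Beside the counts of 0 in edgeR, limma-trend gave 0 in each comparison, and genes at an unadjusted p under 0.05 were 333, 410, 279, 614 and 401. Groups did not overlap in 9.09%, 8.95%, 8.65% and 9.57% of genes in the 4 comparisons, where chance gives 10%.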
